# Changes in skeletal muscle gene expression following clenbuterol administration

**DOI:** 10.1186/1471-2164-7-320

**Published:** 2006-12-20

**Authors:** Diane M Spurlock, Tara G McDaneld, Lauren M McIntyre

## Abstract

**Background:**

Beta-adrenergic receptor agonists (BA) induce skeletal muscle hypertrophy, yet specific mechanisms that lead to this effect are not well understood. The objective of this research was to identify novel genes and physiological pathways that potentially facilitate BA induced skeletal muscle growth. The Affymetrix platform was utilized to identify gene expression changes in mouse skeletal muscle 24 hours and 10 days after administration of the BA clenbuterol.

**Results:**

Administration of clenbuterol stimulated anabolic activity, as indicated by decreased blood urea nitrogen (BUN; *P *< 0.01) and increased body weight gain (*P *< 0.05) 24 hours or 10 days, respectively, after initiation of clenbuterol treatment. A total of 22,605 probesets were evaluated with 52 probesets defined as differentially expressed based on a false discovery rate of 10%. Differential mRNA abundance of four of these genes was validated in an independent experiment by quantitative PCR. Functional characterization of differentially expressed genes revealed several categories that participate in biological processes important to skeletal muscle growth, including regulators of transcription and translation, mediators of cell-signalling pathways, and genes involved in polyamine metabolism.

**Conclusion:**

Global evaluation of gene expression after administration of clenbuterol identified changes in gene expression and overrepresented functional categories of genes that may regulate BA-induced muscle hypertrophy. Changes in mRNA abundance of multiple genes associated with myogenic differentiation may indicate an important effect of BA on proliferation, differentiation, and/or recruitment of satellite cells into muscle fibers to promote muscle hypertrophy. Increased mRNA abundance of genes involved in the initiation of translation suggests that increased levels of protein synthesis often associated with BA administration may result from a general up-regulation of translational initiators. Additionally, numerous other genes and physiological pathways were identified that will be important targets for further investigations of the hypertrophic effect of BA on skeletal muscle.

## Background

Anabolic effects of β-adrenergic receptor agonists (BA) have been widely studied for potential applications in the prevention of muscle atrophy [1,2] and improvement of the efficiency of muscle growth in production livestock [3-5]. Clenbuterol is a β2-adrenergic receptor agonist that has been shown to have a significant effect on muscle metabolism in a variety of muscle atrophy models, including hind-limb suspension atrophy [6,7], starvation induced atrophy [8], and denervation induced atrophy [9,10]. Additionally, clenbuterol is known to induce a significant repartitioning effect by increasing the growth of skeletal muscle at the expense of fat tissues in most livestock species [3,5]. Although it is known that clenbuterol initiates these effects via activation of the β2-adrenergic receptor [3,5], the downstream mechanisms by which activation of these receptors results in increased muscle growth or decreased muscle atrophy are not clear. To date, the expression and activity of specific genes have been investigated in a variety of models in order to implicate specific pathways with the skeletal muscle response to BA. For example, increased abundance of myofibrillar and structural proteins has been demonstrated and appears to result from increases in both transcription and translation of these genes [11-13]. Additionally, endogenous proteinases including genes of the ubiquitin-proteasome pathway and calcium-dependent proteolytic enzymes have been reported to mediate protein turnover in skeletal muscle after administration of BA [14]. Finally, changes in skeletal muscle expression of IGF1 and IGF2 mRNA have been observed shortly after the administration of clenbuterol to rodents [15], suggesting the regulation of these growth factors may be important in the initial response of skeletal muscle to BA.

Although investigations of candidate genes have been informative in terms of implicating individual pathways in the skeletal muscle response to BA, they have not provided a global view of changes occurring in the tissue, and have been limited to the investigation of genes with known functions. Thus, the objective of the current research was to define changes in the global gene expression profile of skeletal muscle in response to administration of the BA clenbuterol. Two time points relative to clenbuterol administration were investigated in order to compare gene expression profiles following short- (24 hour; 24 h) and long- (10 day; 10 D) term clenbuterol administration in mice. The Affymetrix platform was chosen for the analysis of gene expression in order to investigate the most comprehensive collection of genes available.

## Results

### Clenbuterol stimulated an anabolic response

A significant effect of clenbuterol on blood urea nitrogen (BUN) was observed due to decreased BUN in 24 h compared to control (C) treatment groups (*P *< 0.01; Figure 1). Although average BUN of 10 D treated mice was less than that of C mice, this difference was not statistically significant (*P *> 0.05). Body weight gain tended to differ among the three groups of mice (*P *= 0.06), with a significant increase in body weight gain observed following 10 D clenbuterol administration compared to the C group (*P *< 0.05; Figure 2).

### Clenbuterol stimulated changes in mRNA abundance

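Gracilis muscle RNA was pooled from 3 mice per pool, with 3 pools in each of the C, 24 h and 10 D groups, and each of the 9 pools was hybridised to a MOE430A and a MOE430B chip, 18 arrays in all. Clenbuterol, a beta-adrenergic agonist, was injected at 1 mg/kg. C mice had received 10 vehicle injections, 24 h mice 9 vehicle injections followed by 1 of clenbuterol, and 10 D mice 10 of clenbuterol, and muscle was taken 24 h after the last injection. The mice on the arrays had been selected for large differences from C in blood urea nitrogen and weight gain, and the selected mice were assigned to pools at random. The authors quantified the arrays with MAS 5.0, and the deposited values were signal intensities not yet scaled between arrays. On MOE430A the median signal of the 3 pools was 30.8, 65.0 and 42.8 in C, 62.1, 35.7 and 51.1 at 24 h and 88.4, 33.6 and 46.6 at 10 D, and on MOE430B it was 17.5, 25.0 and 19.5, 22.1, 13.2 and 17.8 and 37.1, 14.9 and 22.4. Each signal was divided by the median of its array, so levels are multiples of the array median, and log2 of these levels was fitted with limma for each chip, with 6 residual degrees of freedom. The detection calls behind the paper's filter were not used here. Instead, 33752 probesets whose mean log2 signal reached the 25th percentile of their chip were tested, and p-values of both chips were adjusted together by the method of Benjamini and Hochberg, with an adjusted p under 0.1 (an FDR of 10%) as the threshold. This filter uses the mean over all arrays, so a single group can lie at a dim level not shown to exceed background. The size of a change from such a level is uncertain. For a contrast of 3 pools with 3 an exact permutation test of a single probeset cannot give a p below 0.1, so the calls of the contrasts rest on the variance that limma shares between probesets. Each result was recomputed under up to 25 alternative settings, of which 9 left out 1 pool each. In both treated groups pool 2 departed from the other pools of its group in a similar way, with a correlation of the departures across probesets of 0.56 on MOE430A and 0.16 on MOE430B, where probesets are not independent replicates. The treated pools numbered 1 gave 0.39 and 0.11, and those numbered 3 gave 0.10 and 0.01.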

A total of 22,605 probesets were deemed detected across the MOE430A and MOE430B chips and were included in all subsequent analyses. All data were deposited in the GEO data base (Accession number GSE4490). 

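Tnfrsf12a, the receptor of the cytokine TWEAK, had an mRNA abundance of 0.679 ± 0.0344 in C, 24.9 ± 4.80 at 24 h and 1.60 ± 0.930 at 10 D (SD, n = 3 pools), as multiples of the array median. Metallothionein 1 (Mt1), a metal-binding protein induced by stress, stood at 7.15 ± 0.491 in C, 79.8 ± 29.6 at 24 h and 18.5 ± 2.13 at 10 D, although another of its probesets had a log2 change of -0.17 at 24 h. Tubb6, a beta-tubulin, had levels of 0.285 ± 0.120 in C, 9.81 ± 4.18 at 24 h and 0.777 ± 0.378 at 10 D, and Emd, emerin of the inner nuclear membrane, of 2.67 ± 0.140 in C, 15.4 ± 3.99 at 24 h and 3.45 ± 0.557 at 10 D (SD, n = 3 pools for each). All 4 genes differed among C, 24 h and 10 D by limma's moderated F test, with adjusted p = 0.0083 for Tnfrsf12a, 0.0054 for Mt1, 0.011 for Tubb6 and 0.0088 for Emd. Over the 33752 probesets tested, 161, 73 and 27 passed the F test at an FDR of 20, 10 and 5%, and 667 had an unadjusted p under 0.01. The count of 73 became 22, 13 and 24 without C pools 1, 2 and 3, 19, 33 and 7 without 24 h pools 1, 2 and 3, and 242 and 31 without 10 D pools 2 and 3.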

A total of 137, 56 and 4 probesets were differentially expressed based on false discovery rates (FDR) of 20, 10, and 5%, respectively, which correspond to *P*-values less than 0.0012, 0.00025, and 0.0000082, respectively. We considered genes that were significant at the 10% FDR threshold significantly differentially expressed. While individual nominal significance levels are often set at 5%, when multiple tests are performed the impact of both the type I (false positive) and type II (false negative) error rate should be carefully considered. The FDR provides a way of controlling the expected number of false positives in the list of tests rejected [16,17]. With 56 rejections a 10% FDR says that the expectation is less than six false positives. In this case, the substantial increase in the number of genes identified is much larger than the anticipated increase in type I error and so we opted to place more weight on reducing the type II error and increasing power. Among these 56 probesets, four displayed evidence for non-normal distributions of residuals. 

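Prkg1, a cGMP-dependent protein kinase, had an mRNA abundance of 20.4 ± 0.953 in C, 7.12 ± 0.630 at 24 h and 16.8 ± 3.43 at 10 D (SD, n = 3 pools) and fell at 24 h, with a log2 change of -1.52 (SE 0.21, adjusted p = 0.021) by limma's test. Mylk2, the skeletal muscle myosin light chain kinase, stood at 28.2 ± 2.04 in C, 12.9 ± 1.83 at 24 h and 29.8 ± 0.598 at 10 D and fell with a log2 change of -1.14 (SE 0.19, adjusted p = 0.053). Klhl30, a kelch-like protein, rose from 15.5 to 69.6 times the array median with a log2 change of 2.16 (SE 0.25, adjusted p = 0.0068), and Raph1, a regulator of the actin cytoskeleton at the cell edge, rose with a log2 change of 1.42 (SE 0.20, adjusted p = 0.022). Of the 56 probesets of Table 1, 55 were bright enough to be tested here, 32 passed the F test and 41 changed at 24 h, 30 upward and 11 downward. Tmed11 was too dim for the filter and had a log2 change of -2.57 (adjusted p = 0.14) at 24 h in the fit without a filter. At an unadjusted p under 0.05, 54 of the 55 differed from C at 24 h and 19 at 10 D. These probesets were chosen by the study on the same pools, so the counts are not independent evidence of their direction. The 24 h change of Prkg1 was lost without C pool 1, 2 or 3 (adjusted p = 0.11, 0.12 and 0.11) or 24 h pool 3 (0.12), that of Raph1 without C pool 1, 2 or 3 (adjusted p = 0.12, 0.13 and 0.12) or 24 h pool 3 (0.12) and that of Mylk2 without any pool except 10 D pools 1 and 2 (adjusted p = 0.053 and 0.03), with values from 0.13 to 0.26 for the others. The count of 32 became 12, 9 and 13 without C pools 1, 2 and 3, 11, 17 and 7 without 24 h pools 1, 2 and 3, and 16 without 10 D pool 3.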

In order to be conservative we do not consider these further, leaving 52 probesets deemed differentially expressed (Table 1). 

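Angiotensinogen (Agt), the precursor of angiotensin, had an mRNA abundance of 0.409 ± 0.0383 in C, 3.36 ± 1.45 at 24 h and 1.25 ± 0.192 at 10 D (SD, n = 3 pools), a log2 change of 2.95 (SE 0.32, adjusted p = 0.008) at 24 h and of 1.60 (SE 0.32, adjusted p = 0.55) at 10 D by limma's test. Fbp2, the muscle fructose-1,6-bisphosphatase, stood at 6.63 ± 1.25 in C, 27.0 ± 2.58 at 24 h and 15.1 ± 3.51 at 10 D, with log2 changes of 2.04 (SE 0.24, adjusted p = 0.012) at 24 h and 1.17 (SE 0.24, adjusted p = 0.55) at 10 D. Panx1, a membrane channel, was at 0.383 ± 0.0734 in C, 1.20 ± 0.153 at 24 h and 1.46 ± 0.0723 at 10 D, with log2 changes of 1.66 (SE 0.26, adjusted p = 0.044) and 1.95 (SE 0.26, adjusted p = 0.16). Of the 73 probesets past the F test, 36 differed from C at both times at an unadjusted p under 0.05, the level for contrasts in the footnotes of the paper's tables, with 32 higher at both times, 3 lower at both and 1 in opposite directions. The 3 lower at both times, named after their values were seen, were Igfbp5, an IGF binding protein, Amd1, an enzyme of polyamine synthesis, and Acvr2b, a receptor for activin and myostatin, which had log2 changes of -1.73 at 24 h and -0.59 at 10 D. The 1 probeset in opposite directions, 2310045N14Rik, likewise singled out after its values were seen, had log2 changes of -1.42 and 0.63. None of these genes passed the adjusted test at 10 D. In 20 simulated sets of groups with no change against the same controls, which together gave 176 probesets past the F threshold, 58.5% of these differed at both times, against 49.3% of the 73 here, so part of the overlap may come from the shared controls. Over all probesets, 442 were higher at both times at an unadjusted p under 0.05, against a mean of 188 per simulated set and 44.6 for independent lists, and 188 were lower at both times, against 187 and 23.0. The covariance of the log2 changes was 0.159, against a mean of 0.112 in the simulated sets. Without C pools 1, 2 and 3 the count of 36 became 13, 8 and 15, without 24 h pools 1, 2 and 3 it became 11, 19 and 4, and without 10 D pools 2 and 3 it became 85 and 15. The 24 h change of Panx1 was lost without any pool except 10 D pools 1 and 2 (adjusted p = 0.06 and 0.036), with values from 0.1 to 0.2 for the others, and that of Acvr2b without C pool 1 or 2 (adjusted p = 0.13 and 0.16) or 24 h pool 3 (0.12).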

The mRNA abundance of 63% of these probesets differed at both 24 h and 10 D, with 24 transcripts having consistently more and 8 consistently less mRNA relative to C at both time points. 

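A530047J11Rik, a transcript of unassigned function here whose probeset Table 1 lists as ribonucleotide reductase M2B, had an mRNA abundance of 13.6 ± 0.679 in C, 8.18 ± 1.37 at 24 h and 17.4 ± 2.26 at 10 D (SD, n = 3 pools). Its log2 change was -0.75 (SE 0.20, adjusted p = 0.23) at 24 h and 0.34 (SE 0.20, adjusted p = 1) at 10 D by limma's test, and all 3 pools at 24 h lay below all 3 C pools, as chance gives for 10% of probesets counting both directions. The difference between 10 D and 24 h was 1.09 (adjusted p = 0.16). None of these 3 comparisons passed the adjusted threshold, and the 24 h comparison had adjusted p from 0.034 to 1 over 25 alternative settings.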

One gene, A530047J11Rik, changed in opposite directions relative to C in the 24 h and 10 D treatment groups. A total of 20 probesets showed altered mRNA abundance in the 24 h but not 10 D treatment, with approximately equal numbers increasing (11) and decreasing (8) relative to the C group.

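Abra, an actin-binding protein of muscle, rose at 24 h from 21.3 ± 3.78 in C to 91.8 ± 9.65 and stood at 20.2 ± 4.44 at 10 D (SD, n = 3 pools), a log2 change of 2.12 (SE 0.26, adjusted p = 0.0094) by limma's test. The chemokine Cxcl12 had levels of 6.85 ± 0.430 in C, 19.6 ± 1.88 at 24 h and 6.23 ± 1.11 at 10 D and rose with a log2 change of 1.51 (SE 0.20, adjusted p = 0.023), while another of its probesets had -0.28. Mllt11 fell from 7.80 ± 0.502 to 2.99 ± 0.371, a log2 change of -1.39 (SE 0.22, adjusted p = 0.044), and Art1, an ADP-ribosyltransferase of muscle, fell with a log2 change of -1.03 (SE 0.18, adjusted p = 0.071). Eny2, a factor in transcription and mRNA export, rose with a log2 change of 1.50 (SE 0.21, adjusted p = 0.03). Among the 73 probesets past the F test, 35 differed from C at 24 h but not at 10 D at an unadjusted p under 0.05, with 24 higher and 11 lower. Only 2 of the 73 differed at 10 D alone, and both were named after their values were seen: a probeset with no listed gene, which had log2 changes of 0.31 at 24 h and -2.27 at 10 D, and Mfap3l, with -0.19 and 1.04. A difference at one time alone does not show that the times differ. The direct test of 10 D against 24 h passed for Abra (-2.20, adjusted p = 0.026), Cxcl12 (-1.66, adjusted p = 0.037) and Mfap3l (1.23, adjusted p = 0.069), and not for Mllt11 (1.35, adjusted p = 0.12). With 1 of the 9 pools left out in turn, the direct call was lost in 2 fits for Abra, 6 for Cxcl12 and 8 for Mfap3l. In these fits the adjusted p rose up to 0.14, 0.23 and 0.37. The 24 h change was lost for Cxcl12 without C pool 1, 2 or 3 (adjusted p = 0.13, 0.16 and 0.12) or 24 h pool 3 (0.14), for Mllt11 without C pool 1, 2 or 3 (adjusted p = 0.23, 0.2 and 0.18) or 24 h pool 1, 2 or 3 (0.1, 0.13 and 0.18), for Eny2 without C pool 1 or 2 (adjusted p = 0.19 and 0.18) or 24 h pool 1 or 3 (0.1 and 0.14) and for Art1 without any pool except 10 D pools 1 and 2 (adjusted p = 0.063 and 0.042), with values from 0.14 to 0.27 for the others.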

A recent paper from Yi and Xu 2006 [18] describes a method for grouping or clustering genes based upon a time series that places genes with similar expression patterns, regardless of statistical significance, into clusters. We applied this technique to our data and found that the 22,605 detected genes were grouped into a total of 10 clusters describing gene expression profiles over time (Figure 3). 

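Additional File 1, which gives the cluster of each probeset, was held here as its first 1999 of the paper's 22605 probesets, so no count of cluster sizes was made and no set test was run on it. The file is ordered by the p of the paper's F test, so the held part of each cluster is its members with the smallest p. All 8 probesets of cluster 10 were held. They were 2 probesets each of Cdkn1a, the cell cycle inhibitor p21, and of Tnfrsf12a, and 1 each of Tubb6, Pmvk, an enzyme of the mevalonate pathway, Runx1, a transcription factor, and Lcn2, lipocalin 2. The median log2 change of the 7 that were tested, all but Runx1, was 4.58 at 24 h and 0.98 at 10 D. By limma's test 6 of the 8 rose at 24 h, among them Pmvk with a log2 change of 3.27 (adjusted p = 0.023) and the second Tnfrsf12a probeset with 4.47 (adjusted p = 0.021), whose call was lost without C pool 1 or 2 (adjusted p = 0.11 and 0.12) or 24 h pool 3 (0.11). Lcn2 had a log2 change of 4.37 and did not pass (adjusted p = 0.12). Runx1 was too dim for the filter and had a log2 change of 3.53 (adjusted p = 0.086) when not left out as dim. Of 1712 held probesets of cluster 1, the group the paper describes as flat, 54 changed at 24 h, which says nothing about the probesets of that cluster not held. Cluster membership was assigned by the study on these pools and is not independent evidence of direction. The 24 h change of Pmvk was lost without C pool 1, 2 or 3 (adjusted p = 0.14, 0.1 and 0.12) or 24 h pool 3 (0.11).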

The number of probesets included in each cluster ranged from eight to 21,738 (Table 3), with the largest group representing genes with a 'flat' profile, or no evidence of changes in gene expression. However, this method identified 867 genes whose mean gene expression changed over time. 

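Among all probesets tested, 3976 had a mean change of at least 2-fold (a log2 change of 1) at 24 h or 10 D, without regard to a test. At 24 h 1263 were at least 2-fold higher and 1479 at least 2-fold lower than C, at 10 D 921 were higher and 1063 lower, and 750 met the size at both times. Kcnk1, a potassium channel subunit, was among them with log2 changes of 4.02 at 24 h and 2.70 at 10 D, as was Lgals3, galectin 3, a lectin of macrophages and regenerating muscle, with levels of 1.54 ± 0.680 in C, 16.7 ± 4.10 at 24 h and 3.83 ± 1.70 at 10 D (SD, n = 3 pools) and log2 changes of 3.50 and 1.31. Both genes passed limma's test at 24 h (adjusted p = 0.022 and 0.0068) and neither passed it at 10 D. The call of Kcnk1 was lost without 24 h pool 3 (adjusted p = 0.12). The number of 3976 followed the filter, with 7976 when no probesets were left out as dim and 1422 with a filter at the 50th percentile.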

Expression changes represented by each cluster are shown in Figure 3, and the cluster to which each probeset belongs is given in Supplementary Table 1.

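Of the 3976 probesets with a mean change of at least 2-fold at either time, 73 passed the F test at an FDR of 10%, and 1201 had an unadjusted p under 0.05. Their median level was 0.686 times the array median, against 1.61 for the other probesets tested. Ankrd1, a muscle ankyrin repeat protein induced by stretch, and Csrp3, a Z-disc LIM protein, were large but variable examples, with log2 changes at 24 h of 2.70 (SE 0.75, adjusted p = 0.27) and 1.40 (SE 0.37, adjusted p = 0.25). Myh2, the myosin heavy chain of type IIA fibres, had a log2 change of -0.89 (SE 0.42, adjusted p = 0.61). With simulated data of the same layout, 32 of 50 probesets changed by a log2 of 2 were recovered at 24 h against C, 6 of 50 changed by 1 and 0 of 50 changed by 0.5, among 33752 probesets.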

The discrepancy between the number of genes whose mean behaviour appears different, and the number which are statistically significant after correction for multiple tests, may be indicative of weaker signals in these data than in many array experiments where the treatment conditions produce a dramatic direct response. If clenbuterol indirectly affects a gene, by perhaps targeting an upstream regulator, the magnitude of the effect seen in the downstream targets would be lower. In order to include genes potentially indirectly regulated by clenbuterol administration in our exploratory analysis of the functional groups underlying response to clenbuterol, a nominal threshold of *P *< 0.01 was used. This group of 575 genes was examined further to help identify biological processes potentially influenced by clenbuterol treatment. 

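At the nominal threshold of 0.01, 667 probesets passed the F test among the 33752 tested. Gene groups were compared as 34 lists of genes fixed beforehand, each set against all other genes with camera, a list test in limma that takes 1 probeset per gene. The values of the paper's tables had been seen by then, and some lists hold genes of Table 1. Examples are Emd, Abra, Tubb5 and Vcl among cytoskeleton genes and Mt1 among stress genes. Calls of such lists are not independent of the paper's results on the same pools. At 24 h 7 lists were higher and 9 lower than C at an adjusted p under 0.1 with a preset correlation of 0.01 between genes, and 0 passed with an estimated correlation. The 7 higher lists held aminoacyl-tRNA synthetases, ribosome biogenesis genes, cytosolic ribosomal proteins, translation initiation factors, amino acid transporters, actin and microtubule cytoskeleton genes, and metallothionein, heat shock and oxidative stress genes. The 9 lower lists held the IGF and growth hormone axis, the Asb family, the MAP kinase pathway, fast fibre contractile genes, genes of glycolysis, gluconeogenesis and glycogen, and markers of other cell types, namely adipocytes, neutrophils and lymphocytes, fibroblasts and extracellular matrix, and skin and keratinocytes. At 10 D 4 lists were lower, those of the IGF and growth hormone axis, fast fibre contractile genes, fatty acid oxidation genes and adipocyte markers, and none was higher, with 0 past the test with an estimated correlation. The smallest adjusted p with an estimated correlation was 0.3 at 24 h and 0.86 at 10 D. The loss of all calls cannot be put down to correlation between genes alone. Amino acid transporters at 24 h had an estimated correlation of -0.0164, below the preset one, yet adjusted p rose from 0.098 to 0.3. Endothelial markers, for 10 D against 24 h, had 0.00141, and adjusted p rose from 6.4e-04 to 0.2. Other lists had estimated correlations up to 0.562. Between 12 and 18 lists passed at 24 h when 1 pool was left out, and at 10 D 9 passed without C pool 3 and 12 without 10 D pool 2. The 6 pools of a pair of groups allow 10 splits, the real one included. At 24 h 2 of these splits called as many lists as the real 16. At 10 D 7 splits called as many as the real 4, up to 9. The numbers of lists called thus do not set the real grouping apart, which limits the list calls given below.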

A total of 309 of these genes were categorized into 24 Gene Ontology biological process categories (Level 2) with two or more members, while 242 genes remained unclassified (Table 4). Categories with the greatest number of genes are consistent with the model of skeletal muscle hypertrophy. Analysis results for all genes, including the overall and contrast *P*-values, cluster, and mean expression for each treatment (for log transformed and raw data) are provided in Supplementary Table 1.

### Clenbuterol stimulated changes in families and categories of genes

Five hundred and seventy five genes (*P *< 0.01) were further evaluated using EASE score [19] to identify categories of over-represented genes, based on the Gene Ontology biological process annotation. Briefly, the EASE score compares the proportion of differentially expressed genes found within a category to the proportion of genes in that category detected from the GeneChip. The EASE score test statistic accounts for issues related to multiple testing across many biological process categories in a semi-conservative manner [19]. A total of 19 biological process categories were over-represented in our set of genes of interest, based on an EASE score < 0.05. After accounting for redundant categories, the differentially expressed genes were classified into 10 over-represented groups (Table 5). 

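Additional File 1 marks the probesets of 4 Gene Ontology groups. In the part held here, 13 probesets were marked for amino acid and derivative metabolism, of which 1 rose and 1 fell at 24 h by limma's test, with a median log2 change of 0.58 at 24 h and 0.24 at 10 D. For translation 12 were marked, with 9 higher and 3 lower in mean at 24 h and median log2 changes of 0.59 and 0.23. None of the 12 passed limma's adjusted test, while 9 had an unadjusted p under 0.05. For transcription from the Pol II promoter 18 were marked, of which 3 rose and 1 fell, with 9 higher and 9 lower in mean at 24 h and median log2 changes of 0.07 and -0.02. Those that rose were the homeodomain protein Hopx, the RNA-binding protein Rbm14 and myogenin, and the one that fell was Tfcp2l1, with a log2 change of -1.93 (SE 0.37, adjusted p = 0.096). For the intracellular signalling cascade 31 were marked, of which 6 rose and 3 fell, with median log2 changes of 0.54 at 24 h and 0.18 at 10 D. At 10 D none of the probesets in these groups passed limma's test, while 4, 3, 2 and 7 of the groups in this order had an unadjusted p under 0.05. The study chose these probesets by their p on the same pools, so their direction is not independent evidence. The call of Tfcp2l1 was lost without any pool except 10 D pool 2 (adjusted p = 0.058), with values from 0.1 to 0.35 for the others.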

Categories of particular interest to the model of clenbuterol stimulated muscle hypertrophy include: intracellular signaling cascade, amino acid and derivative metabolism, translation, and transcription from the Pol II promoter. Specific genes from these categories are described in detail in the Discussion and highlighted in Table 1 and Table 2. 

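Table 2 lists 21 probesets, all of them tested here. At 24 h 2 rose, Siah2, a ubiquitin ligase, and myogenin, a muscle transcription factor, and 1 fell, the IGF binding protein gene Igfbp5, by limma's test at an adjusted p under 0.1. At an unadjusted p under 0.05, 17 of the 21 differed from C at 24 h and 5 at 10 D. Past the F test at an FDR of 10% were 2 of the 21, and 71 probesets outside Table 2 passed it. The study had chosen these probesets on the same pools, so the counts are not independent evidence of direction. Adjusted p at 24 h over the alternative settings ranged from 0.011 to 0.94 for Siah2, from 0.0058 to 0.76 for Myog and from 9.0e-04 to 0.98 for Igfbp5.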

The list of genes of interest was also searched for members that had previously been associated with BA induced muscle hypertrophy, including structural genes, IGF1 and its receptors and binding proteins, and genes involved in ubiquitination and proteasomal degradation (Table 2).

### Validation of differential gene expression

Differential expression of four genes was validated in an independent experiment using a different set of mice from the microarray experiment. Genes were selected from the list of statistically significantly differentially expressed genes to represent different biological processes important to muscle physiology, including genes that interact with structural proteins (Arpc3 and vinculin), a regulator of transcription (Hod), and a growth factor implicated in multiple facets of muscle growth and differentiation (IGF1). In concordance with the microarray data, mRNA abundance of each of these genes increased 24 h after administration of clenbuterol treatment relative to C animals (*P *< 0.05), while GAPDH represented a housekeeping gene whose mRNA abundance did not differ between treatments (Table 6). Thus, these data provide strong biological validation of results from the GeneChip experiment.

## Discussion

Although it has been known for decades that BA stimulate muscle hypertrophy [5], the data described herein are the first to provide an overview of global changes in gene expression associated with this biological model. These results also contribute to a growing body of literature describing gene expression changes associated with various models of skeletal muscle hypertrophy and atrophy [20-22]. Together, these data facilitate the opportunity to define genes across multiple models of muscle physiology, as well as to identify genes specific to the effects of BA. One unique aspect of our experiment is the investigation of gene expression at two time points relative to the administration of clenbuterol. Previous studies have focused on altered gene and/or protein expression after significant changes in muscle mass have occurred [12,13,23]. However, results of our study indicate that changes in gene expression are equally abundant at an early time point relative to the initiation of clenbuterol administration. These initial changes may represent important alterations of physiological pathways that culminate in altered protein turnover and/or recruitment of satellite cells to support muscle growth.

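At 24 h 154 probesets changed relative to C by limma's test, 111 upward and 43 downward, and they belonged to 135 distinct genes. Among the genes that rose most were Tnfrsf12a, Tubb6, Cdkn1a and Slc7a5, together with 1110046J04Rik, which has no assigned function here and had a log2 change of 4.83 (SE 0.56, adjusted p = 0.0068). The C levels of Tubb6 and Slc7a5 were dim and not shown to lie above background, so the size and rank of their changes are uncertain. Among the genes that fell most were Asb15, Gadd45g and Igfbp5. At 10 D 0 probesets passed limma's test and 0 passed the methods' test, while 1540 had an unadjusted p under 0.05 (892 higher and 648 lower), against 2887 at 24 h (1689 higher and 1198 lower). Without C pool 2, 1 probeset passed at 10 D. Of the 154 probesets, 152 lay closer to C at 10 D than at 24 h and 140 (90.9%) kept their direction, 66 of them (42.9%) with an unadjusted p under 0.05 at 10 D. Both changes are taken from the same C pools, so these shares were set beside 20 simulated sets with no change at 10 D, a comparison added after the counts were seen. With no change at 24 h either, the 154 probesets of smallest p at 24 h gave means of 92.9% and 42.6%, and with the measured 24 h changes of the 154 put in, the calls gave 59.1% and 9.52%. Shared controls thus gave the observed shares only in the sets with no change at 24 h, and lower shares with the measured 24 h changes put in. They can account for part of the shared direction, and whether they account for all of it was not settled. The direct test of 10 D against 24 h called 17 probesets, 5 higher and 12 lower at 10 D, of which 15 were among the 154. All 3 treated pools lay on one side of all 3 C pools for 16.8% of probesets at 24 h and 10.3% at 10 D, where chance gives 10%. Of the calls at 24 h 72.1% were upward. That share was 60.2% of 161 with scaling to the 75th percentile, 54.3% of 208 with quantile normalization, 58.6% of 174 with the paper's own chip medians, recovered from its group means, and 91.7% of 12 without scaling. The 154 calls became 24, 24 and 36 without C pools 1, 2 and 3, 67, 56 and 24 without 24 h pools 1, 2 and 3, and 435 and 66 without 10 D pools 2 and 3, and the 17 became 5, 5 and 6 without the C pools, 2 and 1 without 24 h pools 1 and 3, and 6, 75 and 9 without the 10 D pools. With array quality weights, which gave 10 D pool 3 on MOE430A a weight of 17.0 and had not reached their tolerance, 888 probesets passed at 24 h and 2880 at 10 D, and with gene-by-gene array weights 719 and 171. The paper states that changes in mRNA abundance were as frequent soon after the start of clenbuterol administration as later, and it proposes that the early changes may affect pathways that end in altered protein turnover or satellite cell recruitment.

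**Figure D1:**
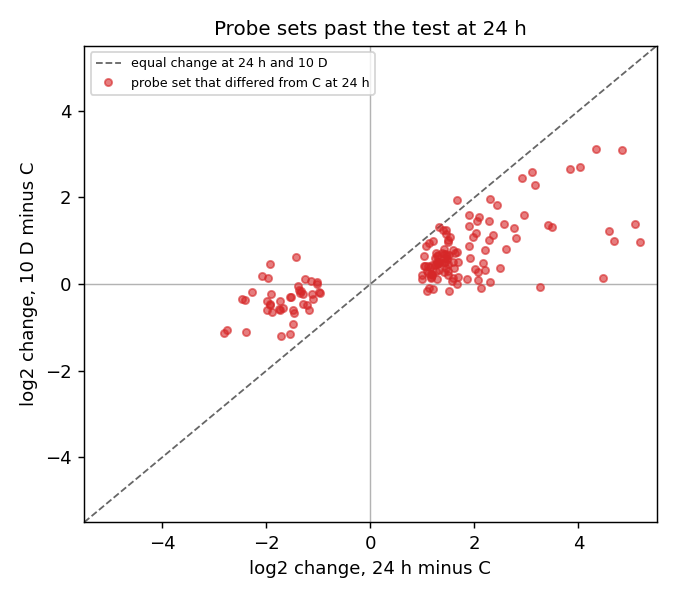
The plot shows, for each of the 154 probesets that changed at 24 h, the log2 change from C at 24 h (horizontal axis) and at 10 D (vertical axis), with a line where both are equal. Of these points 152 lie closer to C at 10 D than at 24 h.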

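Of the 12 adipocyte markers measured, 11 had a lower mean at 24 h and 11 at 10 D, with median log2 changes of -0.50 and -0.43. Single markers had log2 changes at 24 h and 10 D of -0.89 and -0.99 for Adipoq, which encodes adiponectin, and -1.77 and -0.41 for Fasn, the fatty acid synthase, while Fabp4, a fatty acid binding protein, had 0.15 and -0.18. No single marker passed limma's test at 24 h, where 0 were higher and 3 lower at an unadjusted p under 0.05 (0 higher and 1 lower when adjusted over the list alone). As a list they were lower at 24 h by camera (adjusted p = 4.0e-04, and adjusted p = 0.3 with an estimated correlation) and at 10 D (adjusted p = 4.2e-04, and adjusted p = 0.86 with an estimated correlation). Pool 1 of both treated groups did not share this, with mean log2 departures from C of -0.08 and -0.02, above the -0.33 of C pool 3. Of 23 genes of fatty acid oxidation and lipolysis, 20 had a lower mean at 10 D, with a median log2 change of -0.38, and the list was lower at 10 D (adjusted p = 4.2e-04, and adjusted p = 0.97 with an estimated correlation). Its members included the lipases and transporters of muscle, and 0 passed limma's test alone, with 1 at an unadjusted p under 0.05 (0 when adjusted over the list alone). At 24 h the list of fatty acid oxidation and lipolysis did not pass (median -0.13, adjusted p = 0.57, and adjusted p = 0.97 with an estimated correlation), and its direction turned with the pools, as it passed as lower without 24 h pool 1 (adjusted p = 0.092) and as higher without both treated pools numbered 2 (0.086). The mean log2 departure of the fatty acid oxidation genes from C was 0.28, -0.58 and 0.11 in the 24 h pools and -0.10, -0.87 and -0.08 in the 10 D pools, and without 10 D pool 2 the list no longer passed at 10 D (adjusted p = 0.1, range over 21 alternatives 3.5e-05 to 0.97).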

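Cdkn1a, the p21 inhibitor of cyclin-dependent kinases, had an mRNA abundance of 1.70 ± 0.297 in C, 40.6 ± 6.61 at 24 h and 3.96 ± 0.742 at 10 D (SD, n = 3 pools) as multiples of the array median, and rose at 24 h with a log2 change of 4.58 (SE 0.23, adjusted p = 6.2e-05) by limma's test. Tinagl1, an extracellular matrix protein, stood at 3.23 ± 0.0862 in C, 7.83 ± 0.110 at 24 h and 4.57 ± 0.343 at 10 D and rose with a log2 change of 1.28 (SE 0.18, adjusted p = 0.03). Ghr, the growth hormone receptor, stood at 36.3 ± 0.127 in C, 18.4 ± 1.71 at 24 h and 31.9 ± 4.64 at 10 D and fell with a log2 change of -0.98 (SE 0.19, adjusted p = 0.096). Tsc22d1, a leucine zipper transcription factor, stood at 16.5 ± 0.363 in C, 11.2 ± 1.39 at 24 h and 16.6 ± 1.56 at 10 D and had a log2 change of -0.56 (SE 0.19, adjusted p = 0.39). All 3 of its 24 h pools lay below all 3 C pools, as did the pools of Ghr. Of 6 probesets of Tsc22d1 tested, 5 were lower and 1 higher in mean at 24 h (0.61). By the F test the adjusted p was 1.8e-04 for Cdkn1a, 0.072 for Tinagl1, 0.2 for Ghr and 0.58 for Tsc22d1. The 24 h change of Cdkn1a passed in all 25 alternative settings (adjusted p from 1.2e-06 to 0.027). That of Tinagl1 was lost without C pool 1, 2 or 3 (adjusted p = 0.19, 0.17 and 0.12) or 24 h pool 1 or 3 (0.1 and 0.14).

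**Figure D2:**
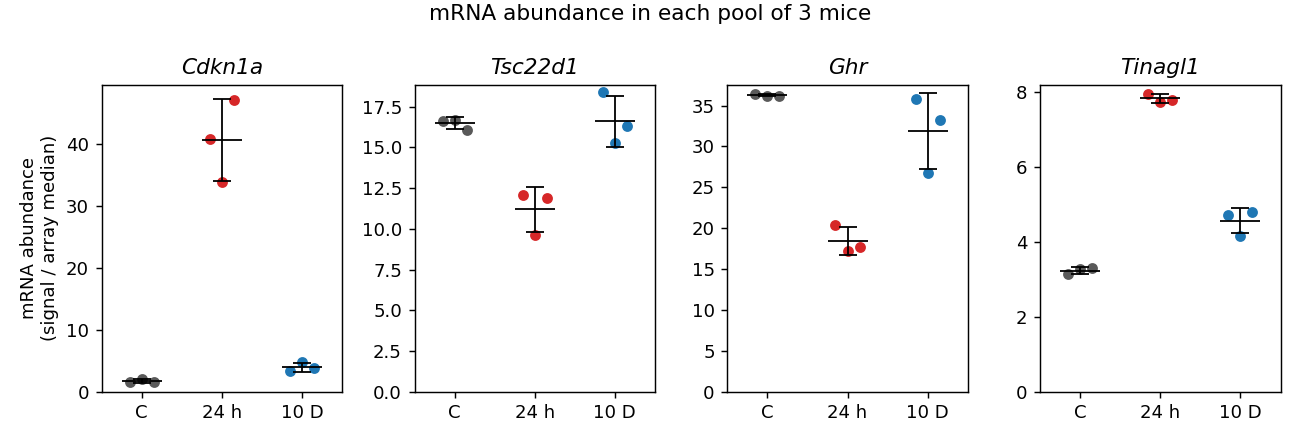
Each panel plots the mRNA abundance of 1 gene (Cdkn1a, Tsc22d1, Ghr or Tinagl1) as a multiple of the array median in the 3 pools of C, 24 h and 10 D, with points for pools and bars for the mean ± SD. The 24 h pools of Cdkn1a lie between 33.8 and 47.0, above all pools of C and 10 D.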

Our analysis showed that four of the 56 differentially expressed genes (10% FDR) met an even more stringent 5% FDR threshold: cyclin dependent kinase inhibitor 1A (p21) (Cdkn1a), TSC22 domain family, member 1 (Tsc22d1), growth hormone receptor (GHR), and tubulointerstitial nephritis antigen-like (Tinagl). Two of these genes, Cdkn1a and GHR, are of particular interest to this experimental model because of their well-established roles in muscle growth and development [24-28]. Cdkn1a inhibits cyclin dependent kinase 2 activity, contributing to the irreversible withdrawal from the cell cycle and terminal differentiation of myocytes [24]. Although the presence of Cdkn1a is not required for normal development of mice [25], the absence of this gene product prevents normal regeneration of muscle through satellite cells [26]. Therefore, the significant upregulation of Cdkn1a mRNA abundance following both short and long-term clenbuterol administration in our experiment may suggest an increased potential for terminal differentiation and recruitment of myogenic precursor cells in support of muscle hypertrophy. 

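The second probeset of Cdkn1a had an mRNA abundance of 0.466 ± 0.269 in C, 11.9 ± 6.51 at 24 h and 1.14 ± 0.964 at 10 D (SD, n = 3 pools) and rose at 24 h with a log2 change of 4.69 (SE 0.68, adjusted p = 0.032) by limma's test, a call lost without C pool 1 or 2 (adjusted p = 0.19 and 0.18) or 24 h pool 1 or 3 (0.11 and 0.14). At 10 D the first probeset, that of Table 1, had a log2 change of 1.22 (SE 0.23, adjusted p = 0.55) and adjusted p from 0.0033 to 1 over 25 alternative settings, and the second one of 1.00 (SE 0.68, adjusted p = 1), so neither passed at 10 D. All 3 pools at 10 D lay above all 3 C pools for the first probeset. It was lower at 10 D than at 24 h, with a log2 difference of -3.36 (adjusted p = 0.0013). Of 24 measured p53 target genes, a group to which Cdkn1a belongs, 1 rose, 0 fell and 23 did not pass the test (3 higher and 1 lower when adjusted over the list alone), and the list did not pass camera's test (median -0.09, adjusted p = 0.79, and adjusted p = 0.93 with an estimated correlation). Phlda3, another of them and an inhibitor of Akt signalling, had a log2 change of 0.75 (adjusted p = 0.18). At 10 D 18 of the 24 p53 target genes were higher in mean, with a median of 0.24. The p53 target list did not pass there (adjusted p = 0.15, and adjusted p = 0.86 with an estimated correlation). Without 10 D pool 2 it passed as higher at 10 D (adjusted p = 0.038). At 24 h, of 20 proliferation genes 1 rose, 0 fell and 19 did not pass the test (1 higher and 0 lower when adjusted over the list alone). Their median log2 change was 0.06 (adjusted p = 0.82, and adjusted p = 0.97 with an estimated correlation). The gene that rose was Rrm2, a subunit of ribonucleotide reductase, with a log2 change of 1.69, in 8 of 25 alternative settings (adjusted p from 0.018 to 1), and its call was lost without any pool except 10 D pool 2 (adjusted p = 0.067), with values from 0.1 to 0.37 for the others.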

GHR is the transmembrane receptor for growth hormone (GH), a hormone essential for normal growth [27]. Although GH effects are largely mediated through the stimulation of synthesis and secretion of insulin-like growth factor 1 (IGF1), it has been demonstrated that GH has important roles in the postnatal regulation of skeletal muscle growth that are independent of IGF1 [28]. This work demonstrates GH signalling from GHR influences muscle hypertrophy by facilitating the fusion of myoblasts with myotubes [28]. 

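Ghr, the receptor through which growth hormone acts on muscle, was lower at 24 h in the mean of all 3 of its probesets and fell in that of Table 1, from 36.3 to 18.4 times the array median. At 10 D this probeset stood at 31.9 with a log2 change of -0.19 (SE 0.19, adjusted p = 1), which did not pass limma's test. The log2 difference between 10 D and 24 h was 0.78 (adjusted p = 0.4), so the times were not shown to differ. The 24 h call held in 15 of 25 alternative settings (adjusted p from 0.011 to 1), and it was lost without any pool except 10 D pools 1 and 2 (adjusted p = 0.072 and 0.042), with values from 0.17 to 0.35 for the others. The change at 10 D had adjusted p from 0.55 to 1 over 25 alternative settings, with its sign turned (a log2 change of 0.04) when the arrays were not scaled.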

Our data reveal a significant down-regulation of GHR in skeletal muscle following one and ten days of clenbuterol administration. This change in GHR expression is consistent with previous reports of decreased GHR mRNA in a compensatory overload model [29], and fiber-type specific increased GHR mRNA in a hindlimb suspension model of muscle atrophy [30]. Together, these reports clearly implicate GHR as a potential regulator of skeletal muscle growth and atrophy across multiple experimental models.

The EASE classification of potential genes of interest also identified overrepresented functional categories known to be important in muscle physiology and growth. Closer evaluation of genes within these categories reveals multiple pathways that potentially contribute to BA induced muscle hypertrophy. Each of the genes discussed below is included in Table 1 or 2, which include the level of significance, fold and direction of change for each gene. Additionally, all genes grouped in the categories of interest described below are identified in Supplementary Table 1.

### Amino acid and derivative metabolism

The group of 16 genes categorized as being involved in 'amino acid and derivative metabolism' includes three genes critical to polyamine metabolism (S-adenosylmethionine decarboxylase 1 [Amd1; *P *= 0.00015], ornithine decarboxylase, structural 1 [Odc1; *P *= 0.00037], and spermine oxidase [Smox; *P *= 0.00745]). Polyamines, including spermine, spermidine, and putrescine, are polycationic compounds found in both prokaryotic and eukaryotic cells that are known to be crucial to growth and proliferation of mammalian cells [31-34]. The three genes differentially expressed in our experiment represent critical steps in the biosynthesis of polyamines. Polyamines have previously been associated with cardiac hypertrophy stimulated by BA [35-37]. For example, the Odc1 inhibitor DFMO successfully blocked cardiac hypertrophy normally associated with clenbuterol [35,36], and overexpression of Odc1 in a transgenic model resulted in a significant increase in BA stimulated cardiac hypertrophy relative to non-transgenic mice [37]. These experiments demonstrate a clear interaction between polyamines and beta adrenergic receptor stimulated cardiac hypertrophy. However, the relationship between polyamine metabolism and beta adrenergic receptors remains to be defined for skeletal muscle. Our data suggest that clenbuterol administration increases mRNA abundance of Odc1 while decreasing the abundance of Amd1 and Smox. This differential regulation is difficult to interpret since each of these genes participate in the synthesis of polyamines. However, increased Odc1 expression is consistent with cardiac models that demonstrate an interaction between Odc1 activity and BA. It is also of interest to note that mRNA abundance was altered for two genes that function in the transport of Arginine (solute carrier family 7 [cationic amino acid transporter, y+ system], members 2 and 5 [Slc7a2; *P *= 0.00051 and Slc7a5; *P *= 0.00012]), the precursor of ornithine. However, mRNA abundance for these transporters changed in opposite directions following clenbuterol administration. 

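Amd1, the decarboxylase that supplies aminopropyl groups for polyamine synthesis, had an mRNA abundance of 120 ± 21.3 in C, 37.6 ± 6.17 at 24 h and 81.7 ± 10.6 at 10 D (SD, n = 3 pools) and fell at 24 h with a log2 change of -1.67 (SE 0.22, adjusted p = 0.022) by limma's test. Odc1, the ornithine decarboxylase at the start of the pathway, stood at 9.70 ± 0.445 in C, 16.8 ± 1.94 at 24 h and 13.1 ± 2.70 at 10 D and had a log2 change of 0.79 (SE 0.21, adjusted p = 0.25), and all 3 of its probesets were higher in mean, of which another one rose with 1.12 (adjusted p = 0.078), a call lost without any pool except 10 D pools 1 and 2 (adjusted p = 0.077 and 0.046), with values from 0.15 to 0.34 for the others. Smox, which oxidises spermine, stood at 39.6 ± 7.63 in C, 16.3 ± 6.72 at 24 h and 46.4 ± 15.2 at 10 D and had a log2 change of -1.35 (SE 0.36, adjusted p = 0.25). For the Odc1 probeset of the paper and for Smox the change at 24 h did not pass the threshold, with adjusted p from 0.022 to 1 over 25 alternative settings for Odc1 and from 0.041 to 1 for Smox. The log2 changes at 10 D were -0.55 for Amd1, 0.41 for Odc1 and 0.19 for Smox, none past the test. Of 9 genes of polyamine metabolism with 1 probeset each, among which Amd1 is not counted because its probeset has no listed symbol, 0 rose, 0 fell and 9 did not pass the test (1 higher and 1 lower when adjusted over the list alone), and at an unadjusted p under 0.05 there were 1 higher and 1 lower. The median log2 change was 0.25 whereas camera's direction was downward, and the list did not pass (adjusted p = 0.92, and adjusted p = 0.97 with an estimated correlation). The 24 h call of Amd1 was lost without C pool 1 or 3 (adjusted p = 0.14 and 0.11).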

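Slc7a5, the light chain of the large neutral amino acid transporter LAT, rose at 24 h from 0.194 ± 0.0504 in C to 2.75 ± 0.497 and stood at 1.23 ± 0.40 at 10 D (SD, n = 3 pools). Its log2 change was 3.84 (SE 0.33, adjusted p = 0.0026) at 24 h and 2.65 (SE 0.33, adjusted p = 0.11) at 10 D by limma's test, and at 10 D it had adjusted p from 2.2e-04 to 0.92 over 24 alternative settings. The C level of Slc7a5 was dim and, without detection calls, not shown to lie above background, so the size of both changes is uncertain. Slc7a2, a carrier of cationic amino acids, stood at 1.04 ± 0.119 in C, 0.592 ± 0.112 at 24 h and 1.29 ± 0.0531 at 10 D, with log2 changes of -0.82 (SE 0.25, adjusted p = 0.33) and 0.32 (adjusted p = 1), neither past the test. Slc38a2, a carrier of small neutral amino acids, rose from 11.2 ± 1.05 to 27.7 ± 4.29 with a log2 change of 1.30 (SE 0.19, adjusted p = 0.038), and Slc7a1 had 0.91 (adjusted p = 0.11). Of 22 amino acid transporters 2 rose, 0 fell and 20 did not pass the test (5 higher and 0 lower when adjusted over the list alone). The list was higher at 24 h by camera, with a median log2 change of 0.23 (adjusted p = 0.098, and adjusted p = 0.3 with an estimated correlation), and its call was lost without C pool 3 (adjusted p = 0.25), 24 h pool 1 (0.41) or 10 D pool 1, 2 or 3 (0.12, 0.16 and 0.1). The transporter list also lost its call with a filter at the 50th percentile (0.39), quantile normalization (0.15), an offset (0.1), no intensity trend (0.12), the replicate block (0.13), both treated pools numbered 2 left out (0.13) and the mean of all probesets of a gene (0.43). The call of Slc38a2 was lost without C pool 1, 2 or 3 (adjusted p = 0.23, 0.18 and 0.15) or 24 h pool 2 or 3 (0.13 and 0.14).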

The identification of differential expression of multiple genes involved in polyamine metabolism, combined with previous data linking polyamines to BA induced cardiac hypertrophy define polyamine metabolism as a critical target for further investigation of BA induced skeletal muscle growth.

### Translation

This gene ontology category was represented by 13 genes, including four eukaryotic translation initiation factors. Eukaryotic initiation factor 2 (Eif2) is involved in the first step of translation through the formation of a ternary complex between the initiator tRNA and GTP [38,39]. This complex then binds to the 40S ribosomal subunit to initiate translation. Following start codon recognition, GTP is hydrolyzed and the resulting GDP-Eif2 complex is released. A new cycle of initiation of translation requires Eif2b to catalyze the exchange of Eif2-bound GDP for GTP, which is an important step in the regulation of translation initiation. Because Eif2b is present in low amounts, it is an important factor controlling the global rate of protein synthesis [38,39]. 

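Eif2b4 and Eif2b2 encode the delta and beta subunits of the guanine nucleotide exchange factor of translation initiation. Eif2b4 had an mRNA abundance of 9.82 ± 1.23 in C, 19.5 ± 5.17 at 24 h and 11.5 ± 2.01 at 10 D (SD, n = 3 pools), with log2 changes of 0.96 (SE 0.25, adjusted p = 0.23) at 24 h and 0.22 (adjusted p = 1) at 10 D. Eif2b2 stood at 2.94 ± 0.280 in C, 4.43 ± 0.264 at 24 h and 2.86 ± 0.672 at 10 D, with log2 changes of 0.59 (SE 0.23, adjusted p = 0.49) and -0.07 (adjusted p = 1). In both genes all 3 pools at 24 h lay above all 3 C pools, which chance gives for 10% of probesets counting both directions. Neither passed limma's adjusted test, with adjusted p from 0.02 to 1 over 25 alternative settings for Eif2b4 and from 0.15 to 1 for Eif2b2. Of 3 probesets of Eif2b2, 2 were higher and 1 lower in mean at 24 h.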

Our data show that mRNA abundance of two subunits of Eif2b, Eif2b4 (*P *= 0.00325) and Eif2b2 (*P *= 0.00690), are upregulated in response to clenbuterol administration. Increased abundance of these subunits may contribute to increased activity of Eif2b and the global upregulation of protein synthesis in skeletal muscle previously associated with clenbuterol administration [40,41]. An association between Eif2b and adrenergic receptors has also been described as Eif2b1 directly interacts with the beta-2 adrenergic receptor [42]. Overexpression of Eif2b1 in 293 cells caused a small but significant increase in beta adrenergic receptor signalling activity. 

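Eif2b1, the alpha subunit, had an mRNA abundance of 5.65 ± 2.24 in C, 5.02 ± 1.65 at 24 h and 7.28 ± 3.23 at 10 D (SD, n = 3 pools). Its log2 change was -0.16 (SE 0.38, adjusted p = 0.94) at 24 h and 0.35 (adjusted p = 1) at 10 D by limma's test, and the 24 h comparison had adjusted p from 0.82 to 1 over 25 alternative settings. The SE leaves room for changes of either sign, and the sign at 24 h turned without C pool 3 (a log2 change of 0.15), without 24 h pool 3 (0.11) and with gene-by-gene array weights (0.04).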

Although expression of Eif2b1 was not altered in our experiment, it is not known if the effect of Eif2b1 on beta receptor activity depends on association with other proteins, such as Eif2b2 and Eif2b4 that may be present in limiting quantities. Therefore, the observed upregulation of Eif2b2 and Eif2b4 in our study may represent a mechanism by which clenbuterol administration enhances signalling activity from beta adrenergic receptors. In addition to these Eif2b subunits, elongation initiation factor 5 (Eif5; *P *= 0.00679) and elongation initiation factor 4g3 (Eif4g3; *P *= 0.00971) also had increased mRNA abundance 24 hours after clenbuterol administration. Together, these results are consistent with a general upregulation of translational machinery occurring shortly after the administration of clenbuterol.

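Eif5, which promotes GTP hydrolysis at the start codon, had an mRNA abundance of 14.1 ± 2.98 in C, 23.8 ± 3.41 at 24 h and 13.2 ± 3.45 at 10 D (SD, n = 3 pools) and a log2 change of 0.77 (SE 0.25, adjusted p = 0.38) at 24 h. Of 5 probesets of Eif5, 3 were higher and 2 lower in mean at 24 h. Eif4g3, a scaffold of the cap-binding complex, stood at 13.4 ± 1.55 in C, 9.79 ± 0.851 at 24 h and 15.4 ± 4.33 at 10 D with a log2 change of -0.45 (SE 0.24, adjusted p = 0.65), and all 4 of its probesets were lower in mean at 24 h. Neither gene passed limma's test, with adjusted p from 0.047 to 1 over 25 alternative settings for Eif5 and from 0.28 to 1 for Eif4g3. At 10 D their log2 changes were -0.10 and 0.16.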

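Genes of ribosome biogenesis, which build ribosomes in the nucleolus, were higher as a list at 24 h by camera (adjusted p = 1.7e-05, and adjusted p = 0.3 with an estimated correlation), with 41 of 50 above C in mean and a median log2 change of 0.33. Of these 1 rose, 0 fell and 49 did not pass the test (13 higher and 1 lower when adjusted over the list alone). Tsr1, which rose, had an mRNA abundance of 8.44 ± 0.253 in C, 18.7 ± 4.47 at 24 h and 7.93 ± 0.394 at 10 D (SD, n = 3 pools) and a log2 change of 1.12 (SE 0.21, adjusted p = 0.068), and Rrp12, Nop56 and Gnl3 had 1.41 (adjusted p = 0.11), 1.15 (adjusted p = 0.12) and 0.94 (adjusted p = 0.12). Of 19 aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 1 rose, 0 fell and 18 did not pass the test (3 higher and 0 lower when adjusted over the list alone), with a median of 0.36 (adjusted p = 0.0014, and adjusted p = 0.3 with an estimated correlation). The one that rose, Eprs, charges tRNAs with glutamate and proline and stood at 14.3 ± 1.21 in C, 32.7 ± 6.77 at 24 h and 19.3 ± 3.24 at 10 D, a log2 change of 1.18 (SE 0.22, adjusted p = 0.08), although 1 of its 4 probesets was lower in mean. Yars and Mars1 had 1.89 (adjusted p = 0.2) and 1.03 (adjusted p = 0.25).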

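Of 34 translation initiation factors 0 passed limma's adjusted test on their chosen probeset, with 7 higher and 0 lower at an unadjusted p under 0.05 (5 higher and 0 lower when adjusted over the list alone), a median log2 change of 0.23 and a call as a list (adjusted p = 0.03, and adjusted p = 0.63 with an estimated correlation). Their mean log2 departure from C was -0.05, -0.03 and 0.08 in the C pools and 0.36, -0.00 and 0.30 in the 24 h pools. Thus 24 h pool 2 did not share the rise. Eif4a1, the RNA helicase of initiation, rose in the probeset that Table 1 gives, from 7.93 ± 0.115 to 15.9 ± 1.55 (SD, n = 3 pools) with a log2 change of 1.00 (SE 0.19, adjusted p = 0.093), and Eif4e2 had 1.07 (adjusted p = 0.22). Of 38 cytosolic ribosomal proteins 29 were above C in mean and 0 passed alone, with 1 higher and 0 lower at an unadjusted p under 0.05 (0 when adjusted over the list alone), and the list was higher with a median of 0.26 (adjusted p = 0.033, and adjusted p = 0.58 with an estimated correlation). Rpl11, one of them, had a log2 change of 0.61 (adjusted p = 0.5). Among 27 genes of the ATF4 and unfolded protein response 0 passed alone, with 5 higher and 2 lower at an unadjusted p under 0.05 (4 higher and 2 lower when adjusted over the list alone), and the list did not pass (median 0.26, adjusted p = 0.23, and adjusted p = 0.43 with an estimated correlation), though it did without 24 h pool 2 (adjusted p = 0.099). At 10 D none of these 5 lists passed, though without 10 D pool 2 the aminoacyl-tRNA synthetases (adjusted p = 0.038) and the translation initiation factors (0.0011, and 0.051 without C pool 3) did as higher. The calls of Tsr1, Eprs and Eif4a1 were each lost without any pool except 10 D pools 1 and 2, with adjusted p up to 0.28, 0.34 and 0.34. The call of the translation initiation factors was lost without 24 h pool 1 or 3 (adjusted p = 0.25 and 0.1) or with the mean of all probesets of a gene (0.16), and the ribosomal protein list without C pool 2 (adjusted p = 0.18).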

### Transcription from Pol II promoter

A total of 18 genes were found in this category, including four genes with known functions in muscle growth and development: homeobox only domain (Hod; *P *= 0.00012), YY1 transcription factor (Yy1; *P *= 0.00004), myocyte enhancer factor 2C (Mef2c; *P *= 0.00368), and myogenin (Myog; *P *= 0.00703). The YY1 transcription factor has been associated with myogenic differentiation [43]. In skeletal muscle, Yy1 inhibits transcription of the alpha actin gene, and down-regulation of Yy1 is necessary for alpha actin expression and myogenic differentiation to proceed [43]. Our data show a significant increase in Yy1 mRNA abundance following 24 hours and 10 days of clenbuterol administration, potentially contributing to decreased differentiation of myogenic cells. However, alterations in Yy1 protein abundance have been shown to occur through proteolytic regulation, independent of changes in mRNA [43]. Thus, future investigation of the regulation of Yy1 in response to BA stimulation will require careful consideration of changes at both the mRNA and protein level. 

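Yy1, a zinc finger transcription factor that can repress muscle genes, had an mRNA abundance of 3.92 ± 0.175 in C, 5.66 ± 0.638 at 24 h and 5.11 ± 0.604 at 10 D (SD, n = 3 pools). Its log2 change was 0.52 (SE 0.20, adjusted p = 0.48) at 24 h and 0.38 (SE 0.20, adjusted p = 1) at 10 D, and neither passed limma's test. Of 4 probesets of Yy1, another one had a log2 change of -0.15 at 24 h, opposite to the probeset of the paper. Adjusted p over the alternative settings went from 0.042 to 1 at 24 h and from 0.062 to 1 at 10 D.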

Another transcription factor that was differentially expressed in our experiment was Hod, an unusual homeodomain protein that modulates cardiac growth and development [44,45]. Hod functions by interacting with serum response factor (SRF) to inhibit activation of SRF-dependent transcription [46]. Inactivation of Hod in transgenic mouse models confirm that an absence of Hod results in an imbalance between proliferation and differentiation of cardiomyocytes, culminating in impaired cardiac development [44,45]. In contrast, transgenic mice that overexpress Hod develop severe cardiac hypertrophy that is mediated by inhibition of SRF-dependent transcriptional activity. Our data show a significant increase in Hod mRNA 24 hours after clenbuterol administration. 

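Hopx (the paper's Hod), a homeodomain protein that does not bind DNA itself, had an mRNA abundance of 3.95 ± 0.229 in C, 8.91 ± 0.860 at 24 h and 4.44 ± 0.346 at 10 D (SD, n = 3 pools). It rose at 24 h with a log2 change of 1.17 (SE 0.19, adjusted p = 0.048) by limma's test, and another of its probesets had 1.58 (adjusted p = 0.11). Its log2 change at 10 D was 0.17 (adjusted p = 1), and the difference between 10 D and 24 h did not pass (adjusted p = 0.19). The 24 h call held in 16 of 25 alternative settings (adjusted p from 0.0054 to 1), and it was lost without any pool except 10 D pools 1 and 2 (adjusted p = 0.052 and 0.028), with values from 0.1 to 0.26 for the others.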

Although the effect of Hod on skeletal muscle growth and differentiation has not been described, its effect on cardiac hypertrophy makes it an intriguing candidate as a potential mediator of the growth promoting effects of clenbuterol. Additionally, the regulation of Hod by BA may have important implications regarding cardiac hypertrophy commonly observed in response to these compounds [45]. Myogenin and Mef2c are well characterized transcription factors known to be essential for myoblast differentiation [47,48]. Although significant alteration of satellite cell differentiation and recruitment into muscle fibers in response to BA has not been described, the observed increase in mRNA of transcription factors that contribute to muscle cell differentiation suggest the recruitment and differentiation of pre-myogenic cells may be involved in the physiological response of skeletal muscle to clenbuterol administration.

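Myogenin (Myog), the transcription factor of myoblast differentiation, had an mRNA abundance of 2.07 ± 0.460 in C, 8.58 ± 1.85 at 24 h and 2.29 ± 0.871 at 10 D (SD, n = 3 pools) and rose at 24 h with a log2 change of 2.06 (SE 0.34, adjusted p = 0.053) by limma's test. At 10 D its log2 change was 0.09. Mef2c, a partner of the myogenic factors, stood at 42.5 ± 2.57 in C, 30.4 ± 1.22 at 24 h and 47.3 ± 1.57 at 10 D with a log2 change of -0.48 (SE 0.17, adjusted p = 0.44), which did not pass, and all 5 of its probesets were lower in mean at 24 h. Of 33 myogenic regulators and satellite cell genes 3 rose, 0 fell and 30 did not pass the test (5 higher and 1 lower when adjusted over the list alone). The median log2 change was -0.07 whereas camera's direction was upward, and the list did not pass (adjusted p = 0.18, and adjusted p = 0.63 with an estimated correlation). Without 24 h pool 2 it did (adjusted p = 0.034). Lbx1, a homeobox gene of muscle precursors, had a log2 change of -0.82 (adjusted p = 0.23). The call of Myog held in 13 of 25 alternative settings (adjusted p from 0.0058 to 0.76) and was lost without any pool except 10 D pools 1 and 2 (adjusted p = 0.022 and 0.028), with values from 0.11 to 0.25 for the others.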

### Intracellular signalling cascade

Of the 34 genes of interest categorized as intracellular signalling molecules, four belong to the mitogen activated protein (MAP) kinase signalling pathway (growth arrest and DNA-damage-inducible 45 gamma [Gadd45g; *P *= 0.00015], mitogen activated protein kinase kinase 4 [Map2k4; *P *= 0.00492], mitogen activated protein kinase kinase 6 [Map2k6; *P *= 0.00552], and protein phosphatase 1 (formerly 2C)-like [Ppm11; *P *= 0.00689]). 

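Gadd45g, an activator of the p38 and JNK branches, had an mRNA abundance of 7.49 ± 0.384 in C, 1.78 ± 0.302 at 24 h and 8.86 ± 2.94 at 10 D (SD, n = 3 pools) and fell at 24 h with a log2 change of -2.09 (SE 0.27, adjusted p = 0.022) by limma's test. Map2k6, a kinase of p38, stood at 4.71 ± 0.268 in C, 1.84 ± 0.386 at 24 h and 4.69 ± 2.41 at 10 D with a log2 change of -1.37 (SE 0.33, adjusted p = 0.18). Map2k4, a kinase of JNK, stood at 7.15 ± 0.229 in C, 10.6 ± 1.40 at 24 h and 8.46 ± 0.935 at 10 D with 0.56 (SE 0.19, adjusted p = 0.41), while another of its probesets had -0.48. Ppm1l, a phosphatase of the pathway, stood at 24.7 ± 1.29 in C, 14.3 ± 2.40 at 24 h and 21.0 ± 4.79 at 10 D with -0.80 (SE 0.24, adjusted p = 0.29), and Gadd45b, a paralog of Gadd45g, had -1.13 (adjusted p = 0.21). Of these only Gadd45g passed. Of 31 genes of the MAP kinase pathway 0 rose, 1 fell and 30 did not pass the test (2 higher and 4 lower when adjusted over the list alone). The list was lower at 24 h by camera, with a median log2 change of -0.21 (adjusted p = 0.095, and adjusted p = 0.63 with an estimated correlation). Markers of neutrophils and lymphocytes were also lower as a list, with a median of -0.94 over 15 genes, of which 1 rose, 0 fell and 14 did not pass the test (1 higher and 7 lower when adjusted over the list alone) (adjusted p = 5.1e-04, and adjusted p = 0.3 with an estimated correlation). For the neutrophil and lymphocyte markers the mean log2 departure from C was 0.28, -0.03 and -0.24 in the C pools and -0.19, -0.19 and -0.69 in the 24 h pools, so that only 24 h pool 3 lay below every C pool. The marker that rose was S100a8, and the B cell gene Ms4a1 had a log2 change of -1.18 (adjusted p = 0.11). The mean log2 departure of the pathway genes from C was -0.26 in 24 h pool 2 and -0.35 in 10 D pool 2. The call of the MAP kinase pathway was lost with no scaling (0.46), no intensity trend (0.12), the replicate block (0.11) and both treated pools numbered 2 left out (0.14), and without C pool 2 or 3 (adjusted p = 0.18 and 0.13), 24 h pool 2 or 3 (0.16 and 0.17) or 10 D pool 3 (0.1), and that of Gadd45g without C pool 1, 2 or 3 (adjusted p = 0.12, 0.14 and 0.11) or 24 h pool 3 (0.12).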

The MAP kinase signal transduction pathway is of particular interest to this skeletal muscle model because it is a key mediator of the cellular response to insulin-like growth factor 1 (IGF1), a known regulator of myogenic cell proliferation, differentiation, and protein turnover [49,50]. In our experiment, mRNA abundance of IGF1 increased 24 hours after clenbuterol administration (*P *= 0.00018), but was not different from C after 10 days. 

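Igf1, the insulin-like growth factor that promotes muscle growth, had an mRNA abundance of 9.62 ± 2.09 in C, 22.0 ± 2.16 at 24 h and 8.77 ± 0.771 at 10 D (SD, n = 3 pools). At 24 h it rose with a log2 change of 1.21 (SE 0.21, adjusted p = 0.068) by limma's test, and all 4 of its probesets were higher in mean. At 10 D the log2 change was -0.12 (SE 0.21, adjusted p = 1), with the sign turned without scaling (0.11) and without C pool 1 (0.06). The difference between 10 D and 24 h was -1.33 (adjusted p = 0.12). The 24 h call held in 14 of 25 alternative settings (adjusted p from 0.0094 to 1) and was lost without any pool except 10 D pools 1 and 2 (adjusted p = 0.063 and 0.039), with values from 0.13 to 0.31 for the others.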

Inconsistent results describing the effect of BA on IGF1 have been reported, but these likely reflect differences in the timing and sampling (local IGF1 production versus circulating levels) across experiments. Additionally, IGF2 receptor (*P *= 0.00065) and IGF binding protein 5 (*P *= 0.00051) had decreased mRNA abundance at both 24 h and 10 D time points. 

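Igfbp5, a binding protein that can hold IGF in the matrix, had an mRNA abundance of 56.4 ± 6.09 in C, 14.4 ± 3.55 at 24 h and 37.0 ± 4.54 at 10 D (SD, n = 3 pools) and fell at 24 h with a log2 change of -1.99 (SE 0.23, adjusted p = 0.011) by limma's test, while another of its probesets had 0.07. At 10 D the log2 change was -0.61 (SE 0.23, adjusted p = 1). Igf2r, the receptor that clears IGF2, stood at 9.82 ± 0.479 in C, 6.41 ± 0.975 at 24 h and 6.54 ± 0.914 at 10 D with log2 changes of -0.63 (SE 0.20, adjusted p = 0.38) and -0.59 (SE 0.20, adjusted p = 1), neither past the test, and with adjusted p from 0.0091 to 1 over 25 alternative settings at 10 D. Igf2 had a log2 change at 24 h of -0.35 (adjusted p = 0.68), and Grb14, an adaptor that inhibits insulin receptor signalling, of -1.48, just short of the threshold. Of 25 genes of the IGF and growth hormone axis 1 rose, 2 fell and 22 did not pass the test (1 higher and 4 lower when adjusted over the list alone). The list was lower at 24 h, with 19 genes below C in mean and a median log2 change of -0.35 (adjusted p = 4.0e-04, and adjusted p = 0.36 with an estimated correlation), and at 10 D, with 21 below C and a median of -0.28 (adjusted p = 4.2e-04, and adjusted p = 0.86 with an estimated correlation). By pool, this list had a mean log2 departure from C of 0.04, 0.04 and -0.08 in the C pools. In the 10 D pools it was -0.05, -0.48 and -0.29, so 10 D pool 1 did not share the fall. With each pool left out the list still passed at 10 D, with adjusted p at or below 0.022. The call at 10 D of the IGF and growth hormone axis was lost with the mean of all probesets of a gene (0.13). At 10 D 0 of its genes passed alone, with 0 higher and 2 lower at an unadjusted p under 0.05. Fibroblast and extracellular matrix markers were lower as a list at 24 h, with a median of -0.23 over 24 genes (adjusted p = 0.058, and adjusted p = 0.77 with an estimated correlation), of which 0 passed alone and 0 had an unadjusted p under 0.05 (0 when adjusted over the list alone). By pool, the fibroblast and extracellular matrix markers had a mean log2 departure of 0.27, 0.15 and -0.42 in the C pools and 0.33, -0.54 and -0.35 in the 24 h pools. That call of fibroblast and extracellular matrix markers was lost without C pool 1 or 2 (adjusted p = 0.58 and 0.27) or 24 h pool 2 or 3 (0.56 and 0.32), and with no scaling (0.62), both treated pools numbered 2 left out (0.45) and the mean of all probesets of a gene (0.17).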

Although our experiment was not designed to clarify the relationship between IGF1 and BA stimulated muscle growth, it does provide data suggesting an interaction between these pathways. One potential explanation is that cross-talk between these pathways facilitates complex regulation of the recruitment of myogenic precursor cells or protein turnover within muscle fibers.

The intracellular signalling cascade category also includes three members of the ankyrin repeat and SOCS-box (Asb) containing gene family: Asb10 (*P *= 0.00022), Asb14 (*P *= 0.00245) and Asb15 (*P *= 0.00001). Members of this gene family have been shown to act as an E3 ligase to target specific proteins for degradation through the ubiquitin-proteasome degradation pathway [51-53]. Although specific proteins targeted for degradation through interactions with Asb10, Asb14 and Asb15 have not been identified, we have previously reported that Asb15 mRNA is down-regulated in response to BA in other animal models [54]. Additionally, we have demonstrated that localized over-expression of Asb15 stimulates muscle hypertrophy *in vivo*, and that its over-expression causes a delay in differentiation and increase in protein synthesis in C2C12 cells [55]. 

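The Asb family encodes ankyrin repeat proteins with a SOCS box, which link substrates to ubiquitin ligase complexes. Of 16 members measured, 13 were below C in mean at 24 h and 3 above, with a median log2 change of -0.44. By limma's test 0 rose, 2 fell and 14 did not pass the test (1 higher and 4 lower when adjusted over the list alone). Asb18 had a log2 change of -0.78 (adjusted p = 0.27). The list was lower at 24 h by camera (adjusted p = 1.6e-04, and adjusted p = 0.3 with an estimated correlation), and with each pool left out in turn the adjusted p stayed at or below 0.0011. At 10 D the list did not pass (median -0.20, adjusted p = 0.72, and adjusted p = 0.98 with an estimated correlation).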

The current experiment provides additional support for the hypothesis that Asb family members participate in the regulation of intracellular signalling via beta adrenergic receptors by showing that multiple members of the Asb family are coordinately regulated at the mRNA level. 

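Asb15, a member expressed in skeletal muscle, had an mRNA abundance of 26.7 ± 1.95 in C, 5.14 ± 1.14 at 24 h and 21.0 ± 3.42 at 10 D (SD, n = 3 pools) and fell at 24 h with a log2 change of -2.40 (SE 0.23, adjusted p = 0.0026) by limma's test, in all 25 alternative settings (adjusted p from 1.4e-04 to 0.064). Asb10 stood at 17.0 ± 2.04 in C, 4.48 ± 0.678 at 24 h and 12.6 ± 4.79 at 10 D and fell with a log2 change of -1.93 (SE 0.28, adjusted p = 0.032), and another of its probesets had -1.55 (adjusted p = 0.078), a call lost without any pool except 24 h pool 3 (adjusted p = 0.061) and 10 D pools 1 and 2 (0.086 and 0.041), with values from 0.13 to 0.34 for the others. Asb14 stood at 8.72 ± 1.15 in C, 3.45 ± 1.21 at 24 h and 7.08 ± 1.66 at 10 D with a log2 change of -1.39 (SE 0.29, adjusted p = 0.12), which did not pass, with adjusted p from 0.021 to 1 over 25 alternative settings. At 10 D the log2 changes were -0.36 for Asb15, -0.49 for Asb10 and -0.32 for Asb14, none past the test, and Asb15 was higher at 10 D than at 24 h (2.04 (adjusted p = 0.023)). The call of Asb10 was lost without C pool 1, 2 or 3 (adjusted p = 0.14, 0.18 and 0.16) or 24 h pool 2 or 3 (0.12 and 0.14).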

Although much remains to be learned about the Asb gene family and its role in targeting proteins for ubiquitination, the down-regulation of three members of the Asb family supports the idea of changes in the turnover of specific, targeted proteins in response to BA.

The ubiquitin-proteasomal pathway is known to be a major contributor to protein degradation in skeletal muscle, and decreases in components of the ubiquitin-proteasome pathway have been associated with decreased protein degradation leading to muscle hypertrophy [56]. Additionally, administration of clenbuterol has been reported to alter expression of ubiquitin-proteasome conjugates in mice following hindlimb suspension [14]. 

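Of 31 ubiquitin ligases and atrophy-associated genes 1 rose, 0 fell and 30 did not pass the test (3 higher and 1 lower when adjusted over the list alone). Each gene is counted by its brightest probeset, so the call of another probeset of Siah2 is not among these. The gene that rose was Rnf128, a ubiquitin ligase known from T cells, which rose in its brightest probeset with a log2 change of 2.36 (adjusted p = 0.026) and in the probeset of Table 1 with 2.28 (SE 0.26, adjusted p = 0.011) by limma's test, the latter at an mRNA abundance of 2.31 ± 0.408 in C, 11.2 ± 1.55 at 24 h and 4.75 ± 1.34 at 10 D (SD, n = 3 pools). Mul1, a ligase of the outer mitochondrial membrane, had a log2 change of 1.25 (adjusted p = 0.15). The list did not pass camera's test (adjusted p = 0.92, and adjusted p = 0.97 with an estimated correlation), and its median log2 change of -0.06 was opposite in sign to camera's upward direction. Of 40 proteasome subunits 0 passed limma's test, with 3 higher and 1 lower at an unadjusted p under 0.05 (0 when adjusted over the list alone), and the list did not pass (median 0.11, adjusted p = 0.5, and adjusted p = 0.97 with an estimated correlation). Psmd11, a subunit of the regulatory particle, had a log2 change of 0.58 (adjusted p = 0.41). The mean log2 departure of the proteasome subunits from C was -0.19 in 24 h pool 2 and -0.28 in 10 D pool 2, and without 24 h pool 2 the list passed as higher at 24 h (adjusted p = 0.047).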

Although the EASE analysis of our data did not identify ubiquitin related genes to be significantly over-represented, three genes involved in the ubiquitin-proteasomal pathway, including ubiquitin protein ligase E3 component n-recognin 1 [Ubr1; *P *= 0.00165], seven in abstentia 2 [Siah2; *P *= 0.00460], and proteasome subunit, beta type 1 [Psmb1; *P *= 0.00066], were differentially expressed. It should also be noted that the Asb gene family members previously discussed were not associated with gene ontology terms related to the ubiquitin pathway at the time of analysis. 

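Siah2, a RING ubiquitin ligase of hypoxia signalling, had an mRNA abundance of 0.419 ± 0.176 in C, 1.91 ± 0.430 at 24 h and 1.12 ± 0.442 at 10 D (SD, n = 3 pools) and rose at 24 h with a log2 change of 2.28 (SE 0.42, adjusted p = 0.078) by limma's test. At 10 D it had a log2 change of 1.46 (SE 0.42, adjusted p = 1). Psmb1, a subunit of the proteasome core, stood at 12.6 ± 0.707 in C, 18.0 ± 1.39 at 24 h and 15.7 ± 2.39 at 10 D with log2 changes of 0.52 (SE 0.19, adjusted p = 0.48) at 24 h and 0.31 at 10 D. Ubr1, a ligase of the N-end rule pathway, stood at 0.528 ± 0.0283 in C, 0.452 ± 0.107 at 24 h and 0.950 ± 0.246 at 10 D with -0.25 (SE 0.33, adjusted p = 0.89) at 24 h and 0.82 (SE 0.33, adjusted p = 1) at 10 D. Psmb1 and Ubr1 did not pass at either time, with adjusted p from 0.091 to 1 for Psmb1 at 24 h and from 0.089 to 1 for Ubr1 at 10 D over the alternative settings, and all 4 probesets of Ubr1 were lower in mean at 24 h. The call of Siah2 was lost without any pool except 10 D pools 1 and 2 (adjusted p = 0.064 and 0.04), with values from 0.15 to 0.25 for the others.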

The mRNA abundance of the three ubiquitin related genes was upregulated following clenbuterol administration in our experiment. This result was unexpected because an increase in components of the ubiquitin-proteasomal pathway is associated with increased protein degradation [57,58], while clenbuterol is known to decrease protein degradation [3]. One potential explanation for this finding is that skeletal muscle undergoes significant fiber-type transition in response to clenbuterol administration, and the ubiquitin-proteasome system has been implicated in this process [59]. Therefore, our results may reflect changes in skeletal muscle specifically associated with fiber-type transition, rather than a general increase in protein degradation.

### Structural proteins

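Myo18a, an unconventional myosin, had an mRNA abundance of 22.2 ± 2.99 in C, 38.7 ± 7.05 at 24 h and 31.2 ± 3.53 at 10 D (SD, n = 3 pools) and a log2 change of 0.79 (SE 0.21, adjusted p = 0.25) at 24 h. Actn4, a non-muscle alpha-actinin, stood at 7.91 ± 1.60 in C, 10.7 ± 1.37 at 24 h and 6.25 ± 0.422 at 10 D with a log2 change of 0.45 (SE 0.22, adjusted p = 0.61). Neither gene passed limma's test at 24 h, with adjusted p from 0.041 to 1 over 25 alternative settings for Myo18a. Of 17 contractile genes of fast fibres 16 were below C in mean at 24 h. By limma's test 0 rose, 1 fell and 16 did not pass the test (0 higher and 1 lower when adjusted over the list alone), with a median log2 change of -0.25. The one that fell was Mylk2. The list was lower at 24 h (adjusted p = 0.0012, and adjusted p = 0.6 with an estimated correlation) and at 10 D, with a median of -0.24 (adjusted p = 0.025, and adjusted p = 0.97 with an estimated correlation), where 0 genes passed alone and 0 had an unadjusted p under 0.05. Fast fibre contractile genes had a mean log2 departure from C of 0.31, -0.30 and -0.01 in the C pools, -0.59, -0.22 and -0.20 in the 24 h pools and -0.65, -0.08 and 0.02 in the 10 D pools, so that only pool 1 of each treated group lay below every C pool. Of 15 slow fibre genes 0 rose, 0 fell and 15 did not pass the test (1 higher and 0 lower when adjusted over the list alone), with 1 higher and 0 lower at an unadjusted p under 0.05 (median -0.07, adjusted p = 0.87, and adjusted p = 0.97 with an estimated correlation). At 10 D 11 of these slow fibre genes were below C in mean, with a median of -0.16. The slow fibre list did not pass there (adjusted p = 0.15, and adjusted p = 0.97 with an estimated correlation). It passed as lower at 10 D without C pool 3 (0.041) or 10 D pool 2 (0.0047). At 24 h, of 20 developmental and denervation-responsive muscle genes 1 rose, 0 fell and 19 did not pass the test (2 higher and 1 lower when adjusted over the list alone). Their median was -0.05 against an upward direction by camera (adjusted p = 0.5, and adjusted p = 0.77 with an estimated correlation). Skin and keratinocyte markers were lower as a list at 24 h, with a median log2 change of -0.96 over 9 genes (adjusted p = 0.0058, and adjusted p = 0.54 with an estimated correlation), of which 0 passed alone and 1 was lower at an unadjusted p under 0.05 (1 lower when adjusted over the list alone). The skin and keratinocyte markers had a mean log2 departure of -0.92, -0.08 and 1.00 in the 3 C pools and -0.99, -0.30 and -1.28 in the 24 h pools, and the skin call was lost without C pool 3 (adjusted p = 0.18). The call of fast fibre contractile genes at 10 D was lost without C pool 1 (adjusted p = 0.53) or 10 D pool 1 (0.9), and with no filter (0.11), quantile normalization (0.46), no scaling (0.18) and the mean of all probesets of a gene (0.13).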

Few examples of structural proteins typically associated with skeletal muscle hypertrophy were found in the list of differentially expressed genes, although myosin IB [Myo1b; *P *= 0.00578], actinin alpha 4 [Actn4; *P *= 0.00613], and myosin XVIIIa [Myo18a; *P *= 0.00377] had altered mRNA abundance associated with clenbuterol administration. Additionally, genes encoding proteins that interact with structural proteins were regulated. For example, actin related protein 2/3 complex subunit [Arpc3; *P *= 0.00005], and vinculin [Vcl; *P *= 0.00002] increased in mRNA abundance after administration of clenbuterol. Vinculin is an integrin-associated protein located at junctions between actin and the plasma membrane, while Arpc3 is a subunit of the Arp2/3 complex which functions in actin remodeling [60-62]. Vinculin is thought to facilitate actin organization by recruiting the Arp2/3 complex which binds to actin [60-62]. Both Arpc3 and Vcl had increased mRNA abundance following clenbuterol administration. Thus, it is reasonable to hypothesize that Arpc3 and Vcl are upregulated in the present study in order to support an increase in structural proteins associated with muscle hypertrophy.

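Arpc3, a subunit of the complex that nucleates branched actin, had an mRNA abundance of 8.24 ± 0.628 in C, 20.6 ± 2.33 at 24 h and 10.3 ± 0.764 at 10 D (SD, n = 3 pools) and rose at 24 h with a log2 change of 1.32 (SE 0.19, adjusted p = 0.03) by limma's test. Vcl, vinculin of cell-matrix adhesions, stood at 13.4 ± 0.968 in C, 28.2 ± 1.66 at 24 h and 24.5 ± 1.68 at 10 D and rose at 24 h with a log2 change of 1.07 (SE 0.18, adjusted p = 0.057), while another of its probesets had 0.60. Their log2 change at 10 D was 0.33 (adjusted p = 1) for Arpc3 and 0.87 (SE 0.18, adjusted p = 0.55) for Vcl, and neither passed, with adjusted p from 0.0029 to 1 over 25 alternative settings for Vcl. Tubb5, a beta-tubulin, rose with a log2 change of 1.26 (SE 0.18, adjusted p = 0.032), while another of its probesets had -0.09. Of 43 genes of the actin and microtubule cytoskeleton 5 rose, 0 fell and 38 did not pass the test (8 higher and 0 lower when adjusted over the list alone), and those that rose were Emd, Abra, Tubb5, Vcl and the filamin gene Flnc. Arpc3 is not counted among them because its probeset has no listed symbol, and Tubb6 is counted by its brightest probeset, which did not pass. The list was higher at 24 h by camera, with a median log2 change of 0.22 (adjusted p = 1.2e-04, and adjusted p = 0.3 with an estimated correlation). Emd, Abra, Tubb5 and Vcl are in Table 1, so this call is not independent of the paper's results on these pools. The reference gene Actb, beta-actin, stood at 61.1 ± 21.6 in C, 68.1 ± 10.2 at 24 h and 53.2 ± 14.4 at 10 D with 0.21 (adjusted p = 0.9), and its sign turned without C pool 3 (-0.07). The 24 h call was lost for Arpc3 without C pool 1, 2 or 3 (adjusted p = 0.19, 0.18 and 0.11) or 24 h pool 1 or 3 (0.11 and 0.14), for Tubb5 without C pool 1, 2 or 3 (adjusted p = 0.19, 0.18 and 0.16) or 24 h pool 1, 2 or 3 (0.11, 0.11 and 0.15), and for Vcl without any pool except 10 D pools 1 and 2 (adjusted p = 0.054 and 0.03), with values from 0.13 to 0.25 for the others.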

## Conclusion

Global evaluation of gene expression after administration of clenbuterol identified changes in gene expression and overrepresented functional categories that may regulate BA-induced muscle hypertrophy. Changes in the mRNA abundance of multiple genes associated with myogenic differentiation may indicate an important effect of BA on the proliferation, differentiation, and/or recruitment of satellite cells into muscle fibers to promote muscle hypertrophy. Additionally, increased mRNA abundance of genes involved in the initiation of translation suggests that increased levels of protein synthesis often associated with BA administration may result from a general up-regulation of translational initiators, rather than a sustained up-regulation of gene expression at the transcriptional level. Finally, numerous other genes and physiological pathways were identified that will be important targets for further investigations of the hypertrophic effect of BA on skeletal muscle.

## Methods

### Animal management and tissue collection

A total of 36 C57BL/6J male mice (Jackson Labs, Bar Harbor, ME), 3 to 5 wk of age, were utilized in the experiment. Mice were housed three per cage and maintained at 25°C with a 12:12-h light-dark cycle and *ad libitum *access to water and feed (Rodent Laboratory Chow, Ralston Purina, St. Louis, MO) throughout the experiment. All animals were handled in accordance with the protocol approved by the Purdue Animal Care and Use Committee. Four cages (three mice per cage) were randomly assigned to one of three experimental treatments (n = 12 mice per treatment): vehicle control (C), 24 hour clenbuterol treatment (24 h), or 10 day clenbuterol treatment (10 D). Clenbuterol (Sigma, St. Louis, MO) was prepared by dissolving 2.5 mg in 1 mL of ethyl alcohol, diluting to 0.25 mg/ml with 1:1 PEG200:phosphate buffered saline, and sterilized by filtration. The vehicle control treatment was prepared in the same manner, except that no clenbuterol was added. Following a seven day acclimation period, all mice were administered daily intraperitoneal injections of control or clenbuterol treatments for ten days. The C group received the control treatment all ten days, the 24 h group received the control treatment for nine days and clenbuterol on day 10, and the 10 D group received clenbuterol for all ten days. The clenbuterol treatment was administered at a dosage of 1 mg/kg of body weight, and an equivalent volume of the control treatment was injected. All mice were euthanized by CO_2 _asphyxiation 24 hours following the tenth injection. The gracillus muscle was collected from each animal, immediately frozen in liquid nitrogen, and stored at -80°C pending RNA extraction. The gracillus muscle was selected for analysis since it contains a mixed fiber type of both Type I and Type II fibers.

Body weight change and blood urea nitrogen level (BUN) were measured as indicators of a physiological response to the clenbuterol treatment. Individual body weights were recorded daily at the time of treatment administration (approximately 10 am), and body weight gain (WG) was calculated as the difference in body weight between days ten and one. Truncal blood was collected at the time of tissue collection, immediately following euthanasia. Serum was isolated and stored at -20°C pending analysis. Blood urea nitrogen was measured via methods of Kerscher and Ziegenhorn [63]. WG and BUN were evaluated by analysis of variance using the GLM procedure of SAS [64] to test the main effect of clenbuterol treatment. Means of the 24 h and 10 D groups were compared to the C group using contrasts to determine if differences were significant.

### RNA isolation and hybridization

A total of 27 mice (9 per treatment) were selected in order to maximize the difference in BUN and WG between the 24 h and 10 D treatments relative to C. Total RNA was extracted from the gracillus muscle of each mouse using the Qiagen RNeasy Mini kit following the manufacturer's recommended protocol, including an additional step of protein kinase digestion for muscle tissue (Qiagen, Valencia, CA). Quality and quantity of individual RNA samples were examined using a 2100 Bioanalyzer (Agilent, Palo Alto, CA). Three pools of RNA representing each treatment were made. Mice were randomly assigned to pools within treatment (three mice per pool) such that each pool contained an equal quantity of RNA from each mouse, for a total of greater than 50 μg of RNA at a concentration of at least 2.5 μg/μl.

Messenger RNA, cRNA synthesis and labelling reactions were performed independently for each replicate following the recommendations of the Gene Chip^® ^Expression Analysis technical manual (Affymetrix, Santa Clara, CA). The MOE430A and B chips were hybridized to the fragmented cRNA, stained and washed according to the recommendations of the Gene Chip^® ^Expression Analysis technical manual (Affymetrix, Santa Clara, CA) in the Purdue University Genomics Core facility. Image data were quantified using GeneChip Analysis Suite/Microarray Suite 5.0 (MAS 5.0).

### Statistical analysis

If all replicates for a particular probeset were deemed 'absent', that probeset was removed from further consideration (n = 22,478) and the remaining probesets were analyzed (n = 22,605). Transcript levels were normalized to the chip median and log transformed. For each probeset, which represents the combined expression data from all relevant probe pairs on the chip, the generalized linear model *Y*_*ij *_= *μ *+ B_1_*T*_*i *_+ ε_ij _was fit. In each ANOVA, *Y*_*ij *_is a the log normalized transcript level for the i^th ^treatment and the j^th ^replicate, *μ *is the overall mean expression for the feature and *T*_*i *_represents the i^th ^treatment (C, 24 h, and 10 D). An F test of the effect of treatment for each probeset was conducted as the ratio of the mean squares for treatment over the mean squares for error, and the *P*-value for the test of the null hypothesis t_2 _= t_1 _= t_0 _(i.e., mean expression not different among the three treatments) was calculated. We examined the model for conformation to the assumption of normality of the residuals testing the null hypothesis that the residuals for each gene were normally distributed using the Shapiro-Wilkes Test. All analyses were performed in SAS (SAS Institute, Cary NC [64]). An FDR [17] level of 10% was used for declaring findings significant, and a stringent rate of 5% was also examined. A nominal threshold of *P *< 0.01 was defined to identify genes of potential interest for the EASE analysis. If the test of the null hypothesis of difference across treatments was rejected, and we had no evidence for departure from normality of the residuals, we declared the gene differentially expressed across treatments and qualitatively assessed additional contrasts comparing the effect of the treatments (C versus 24 h and C versus 10 D).

We used the orthogonal polynomials method recently described in Yi and Xu 2006 [18] to group the 22,605 probesets into clusters. Briefly, genes are clustered based on non-linear association between gene expression and time using orthogonal polynomials under the Gaussian mixture model. The whole data set is assumed to be a mixture of *K *clusters. The gene expression for individual probesets is the sum of a cluster mean (fixed effect), a normally distributed random effect that specifies deviation from the cluster mean, and a random measurement error. All genes are centered so that average expression is zero before clustering. In this way, clustering is based solely on the pattern of association of their expression with time and not the magnitude of gene expression. Bayesian Information Criterion (BIC) is used to choose the optimal number of the clusters.

### Functional characterization of differentially expressed genes

Gene Ontology biological process categories were defined for genes of interest using DAVID [65] with the Entrez Gene ID as the primary identifier. Over-represented functional categories were identified using the EASE score [16], as determined by the Expression Analysis Systematic Explorer (EASE) software [66], with the Entrez Gene ID as the primary identifier. An EASE score <0.05 was used to define over-represented categories [16].

### Validation of GeneChip results

Ten additional independently reared C57BL/6J male mice (Jackson Labs, Bar Harbor, ME), 3 to 5 wk of age, were utilized in the experiment. Mice were housed two to three per cage and maintained at 25°C with a 12:12-h light-dark cycle and *ad libitum *access to water and feed (Rodent Laboratory Chow, Ralston Purina, St. Louis, MO). All animals were handled in accordance with the protocol approved by the Purdue Animal Care and Use Committee. Mice were randomly assigned to one of two experimental treatments: vehicle control (C) or 24 hours (24 h) of clenbuterol treatment. Clenbuterol (Sigma, St. Louis, MO) was prepared as described previously. All mice were administered intraperitoneal injections of C or 24 h treatments at approximately 10 am. The clenbuterol treatment was administered at a dosage of 1 mg/kg of body weight, and an equivalent volume of the control treatment was injected. All mice were euthanized by CO_2 _asphyxiation 24 hours following the injection. The gracillus muscle was collected from each animal, immediately frozen in liquid nitrogen, and stored at -80°C pending RNA extraction by TRIzol (Invitrogen, Carlsbad, California).

Primers specific to mouse sequence for Arpc3, Hod, IGF1, vinculin, and GAPDH were used in the qPCR experiment (Table 7). All qPCR assays were standardized to starting quantity of RNA. One μg of total RNA was reverse transcribed using the iScript cDNA Synthesis Kit (Biorad, Hercules, CA), and one μl of the resulting cDNA was used for qPCR. The qPCR assay was carried out in the BioRad iCycler (Biorad, Hercules, CA) in a 25 μL final reaction volume. Quantification of PCR products was achieved using SYBR Green (Biorad, Hercules, CA) reagents following the manufacturer's recommended protocol with the following thermal cycling conditions: 95°C, 10 min (1 cycle); 95°C, 15 sec, 58°C, 15 sec, 72°C, 15 sec (35 cycles); 4°C. The PCR products were visualized on an agarose gel to ensure there was no non-specific PCR amplification. All assays were done in triplicate in a 96-well plate format. Standard controls were prepared by cloning the PCR product into a vector and making serial dilutions of known starting copy number. Control samples included on each 96-well plate were used to establish a standard curve for determining the log starting copy number (LSCN) of each experimental cDNA sample. The LSCN were analyzed by analysis of variance using mixed model procedures of JMP SAS (JMP 5.1, 2004). The model included treatment as a fixed effect and cDNA sample within treatment as a random effect. GAPDH was evaluated as a housekeeping gene and consistent expression was observed across experimental treatments. Therefore, no further normalization of the qPCR data was done.

## Authors' contributions

DMS designed and oversaw the research and assisted with drafting the manuscript. TGM assisted with sample collection and preparation, validated the microarray results, and assisted with drafting the manuscript. LMM participated in design of the experiment and planned and executed the microarray data analysis and assisted in writing the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 **Analysis results for all detected genes**. Results from all analyses completed for all genes are provided in the Excel (.xls) file. 'AffyID', 'Gene Symbol', and 'Entrez Gene ID' show the annotation used for analysis of gene ontology categories. 'Cluster' represents the cluster (1–10, see Figure 3) to which the gene belongs. 'Rank' is the relative order of overall *P*-value (lowest = 1, highest = 22,605) for all genes. '*P*-value' represents the effect of treatment (control, 24 h clenbuterol, 10 D clenbuterol) from analysis of variance. 'Normality' shows the result of testing the hypothesis that residuals from the analysis of variance are normally distributed (0 = fail to reject, 1 = reject the hypothesis, suggesting non-normal distribution of residuals). 'Contrast 24 h-C' and 'Contrast 10 D-C' and Contrast 24 h-10 D' are the *P*-values resulting from the contrast comparing the 24 h clenbuterol to control, 10 D clenbuterol to control, and 24 h clenbuterol to 10 D clenbuterol treatments, respectively. 'Mean C (log)', 'Mean 24 h (log)', and 'Mean 10 D (log)' show the mean normalized expression of the log transformed data for each treatment. These represent the values used for all statistical analyses. 'Mean C', 'Mean 24 h', and 'Mean 10 D' show the mean normalized expression of the raw data for each treatment. These values were used to estimate fold-change differences between treatments. 'GO Category' represents the Gene Ontology category to which the gene belonged, if the category was found to be over-represented by the EASE analysis. IS = intracellular signalling cascade, TL = translation, TC = transcription, AA = amino acid and derivative metabolism. Click here for file

## Figures and Tables

**Figure 1:**
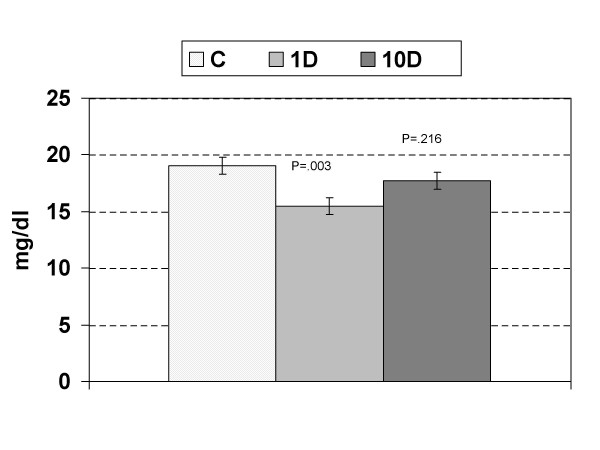
**Blood urea nitrogen (BUN) levels verify ananabolic response**. Blood urea nitrogen levels of mice following ten days of injections, including 24 hours (24 h) or 10 (10 D) days of clenbuterol administration, or a vehicle control (C). The overall effect of treatment on BUN was significant (*P *< 0.01), and significance values from contrasts comparing each clenbuterol treatment to the control group are shown.

**Figure 2:**
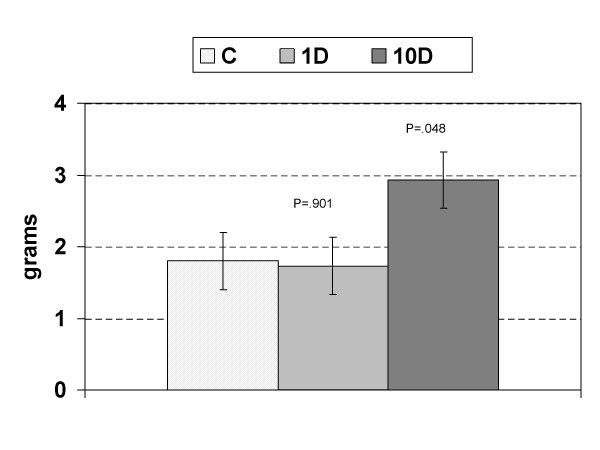
**Body weight gain measurements verify an anabolicresponse**. Body weight gain of mice following ten days of injections, including 24 hours (24 h) or 10 (10 D) days of clenbuterol administration, or a vehicle control (C). The overall effect of treatment on body weight gain showed a trend for significance (*P *= 0.06), and significance values from contrasts comparing each clenbuterol treatment to the control group are shown.

**Figure 3:**
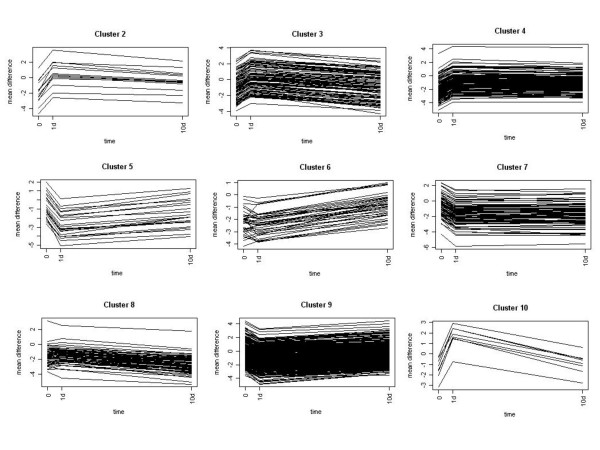
**Clustering of all expressed genes according to themethod of orthogonal polynomials**. Ten clusters representing different patterns of mean expression changes for response to clenbuterol. The number of genes in each cluster is given in Table 2. Cluster 1 is not shown because minimal change in gene expression was apparent. Specific genes included in each cluster are given in Additional File 1.

**Table 1:** Significantly differentially expressed genes (10% FDR threshold).

**AffyID**	**Gene Name**	**Rank^a^**	***P*-value^b^**	**Change 24 h^c^**	**Change 10 D^d^**	**Change 10 D/24 h^e^**
1424638_at	Cyclin-dependent kinase inhibitor 1A (P21)	1	3.62E-06	23.11	2.34	-9.86
1454971_x_at	TSC22 domain family, member 1	2	4.49E-06	-1.52	n/s	1.51
1417962_s_at	Growth hormone receptor	3	6.20E-06	-2.02	-1.16	1.74
1417109_at	Tubulointerstitial nephritis antigen-like	4	8.15E-06	2.36	1.40	-1.69
1439836_at	Ankyrin repeat and SOCS box-containing protein 15	5	0.0000111	-5.38	n/s	4.15
1417357_at	Emerin	6	0.0000145	5.56	n/s	-4.36
1416313_at	Myeloid/lymphoid or mixed-lineage leukaemia	7	0.0000179	-2.69	n/s	2.59
1416156_at	Vinculin	8	0.0000234	2.04	1.81	n/s
1434985_a_at	Eukaryotic translation initiation factor 4A1	9	0.0000273	1.94	1.14	-1.71
1417574_at	Chemokine ligand 12	10	0.0000281	2.77	n/s	-3.09
1458455_at	Actin-binding Rho activating protein	11	0.0000285	4.17	n/s	-4.49
1428804_at	Microfibrilar-associated protein 3-like	12^f^	0.0000346	n/s	2.04	2.40
1421425_a_at	Down syndrome critical region gene 1-like 1	13	0.0000361	-1.99	-1.29	1.55
1435824_at	YY1 transcription factor	14	0.0000363	1.40	1.28	-1.09
1448907_at	Thimet oligopeptidase 1	15	0.0000407	2.23	n/s	-1.94
1452707_at	RIKEN cDNA 4631423 FO2 gene	16	0.0000411	4.34	1.39	-3.12
1451372_a_at	ADP-ribosyltransferase 1	17	0.0000451	-2.11	n/s	2.09
1448279_at	Actin related protein 2/3 complex, subunit 3	18	0.0000453	2.43	1.24	-1.95
1416256_a_at	Tubulin, beta 5	19	0.0000563	2.33	1.23	-1.89
1440838_at	Unknown	20	0.0000619	-2.01	-1.18	1.70
1439616_at	Unknown	21	0.0000684	3.57	2.91	n/s
1449088_at	Fructose bisphosphatase 2	22	0.0000703	3.95	2.21	-1.78
1452843_at	Interleukin 6 signal transducer	23	0.0000733	1.61	1.33	-1.22
1460392_a_at	Enhancer of yellow 2 homolog	24	0.0000756	2.74	n/s	-2.42
1455218_at	Serine (or cysteine) preptidase inhibitor, clade A, member 1b	25	0.0000774	2.23	1.95	n/s
1422798_at	Contactin associated protein-like 2	26^f^	0.0000822	-2.84	-1.60	1.78
1431043_at	Kelch repeat and BTB (POZ) domain containing 5	27	0.0000929	2.36	n/s	-2.20
1427556_at	Myosin, light polypeptide kinase 2, skeletal muscle	28	0.000094	-2.26	n/s	2.37
1423396_at	Angiotensinogen	29	0.0000957	7.84	2.99	-2.62
1418571_at	Tumor necrosis factor receptor superfamily, member 12a	30	0.000104156	35.40	n/s	-15.73
1416505_at	Nuclear receptor subfamily 4, group A, member 1	31	0.000105021	-1.65	-1.16	1.43
1416328_a_at	ATPase, H+ transporting, V0 subunit E	32	0.00010965	1.76	1.56	n/s
1434303_at	Ortholog of human Ras association and pleckstrin homolog domains 1	33	0.000112542	2.60	1.60	-1.63
1438510_a_at	Histidyl-tRNA synthetase	34	0.000118695	1.46	n/s	-1.35
1418326_at	Solute carrier family 7 (cationic amino acid transporter, y+ system), member 5	35	0.000121684	13.95	6.33	-2.20
1428662_a_at	Homebox only domain	36	0.000122982	2.19	n/s	-1.98
1444232_at	Protein kinase, cGMP-dependent, type 1	37	0.000125102	-2.95	n/s	2.37
1416379_at	Pannexin 1	38	0.000125378	3.06	3.79	n/s
1449036_at	Ring finger protein 128	39	0.000144025	4.70	2.00	-2.34
1416431_at	Tubulin, beta 6	40	0.000146038	32.86	2.61	-12.59
1448484_at	S-adenosylmethionine decarboxylase 1	41	0.00015137	-3.31	-1.49	2.22
1447160_at	Unknown	42	0.00015393	1.56	1.20	-1.30
1453851_a_at	Growth arrest and DNA-damage-inducible 45 gamma	43	0.000154877	-4.28	n/s	4.90
1422557_s_at	Metallothionein 1	44	0.000164138	11.11	2.58	-4.30
1440884_s_at	Ribonucleotide reductase M2B 9TP53 inducible	45	0.000169965	-1.73	1.25	2.15
1418111_at	Bromodomain containing 4	46	0.000174896	-6.05	-2.96	2.04
1437401_at	Insulin-like growth factor 1	47^f^	0.000176747	2.22	n/s	-2.47
1426440_at	Dehydrogenase/reductase (SDR family) member 7	48	0.000182143	-1.79	-1.19	1.50
1424058_at	RIKEN cDNA 1190002C06 gene	49	0.000188845	2.99	1.61	-1.86
1455643_s_at	TSR 1, 20S rRNA accumulation, homolog	50^f^	0.000191388	2.13	n/s	-2.31
1451751_at	DNA-damage-inducible transcript 4-like	51	0.000210837	1.89	1.22	-1.54
1421466_at	Ankyrin repeat and SOCS box-containing protein 10	52	0.000224062	-3.91	n/s	2.80
1416831_at	Neuraminidase 1	53	0.000239547	1.65	n/s	-1.51
1451924_a_at	Endothelin 1	54	0.000244042	2.76	1.37	-2.02
1427400_at	Lady bird-like homeobox 1 homolog (Drosophila)	55	0.000244505	-1.82	-1.30	1.40
1425099_a_at	Aryl hydrocarbon receptor nuclear translocator-like	56	0.000246238	3.07	n/s	-3.13

^a^Rank of *P*-value based on analysis of variance of all expressed genes (n = 22,605)

^b^*P*-value resulting from analysis of variance. Model included treatment (control, 24 h, and 10 D clenbuterol administration) as a fixed effect. False discovery rates of 5, 10, and 20% correspond to *P*-values of 0.0000082, 0.00025, and 0.0012, respectively.

^c^Fold change in mRNA abundance for 24 h clenbuterol treatment relative to control. A positive fold change indicates increased mRNA abundance in 24 h treatment relative to control, a negative fold change indicates decreased mRNA abundance in 24 h treatment relative to control, and n/s indicates no significant difference between 24 h treatment and control (contrast *P*-value > 0.05).

^d^Fold change in mRNA abundance for 10 D clenbuterol treatment relative to control. A positive fold change indicates increased mRNA abundance in 10 D treatment relative to control, a negative fold change indicates decreased mRNA abundance in 10 D treatment relative to control, and n/s indicates no significant difference between 10 D treatment and control (contrast *P*-value > 0.05).

^e^Fold change in mRNA abundance for 24 h clenbuterol treatment relative to 10 D clenbuterol treatment. A positive fold change indicates increased mRNA abundance in 10 D treatment relative to 24 h treatment, a negative fold change indicates decreased mRNA abundance in 10 D treatment relative to 24 h treatment, and n/s indicates no significant difference between 10 D treatment and 24 h treatment (contrast *P*-value > 0.05).

^f^Residuals of four genes meeting the 10% FDR threshold showed evidence of a non-normal distribution.

**Table 2:** Selected^a ^genes of interest.

**AffyID**	**Gene Name**	**Rank^b^**	***P*-value^c^**	**Change 24 h^d^**	**Change 10 D^e^**	**Change 10 D/24 h^f^**
1437711_x_at	Ornithine decarboxylase, structural	70	0.000372006	1.68	1.32	-1.28
1452114_s_at	Insulin-like growth factor binding protein 5	83	0.000505398	-4.01	-1.52	2.63
1422648_at	Solute carrier family 7 (cationic amino acid transporter, y+ system), member 2	84	0.000505714	-1.81	n/s	2.23
1424112_at	Insulin-like growth factor 2 receptor	95	0.000653571	-1.58	-1.53	n/s
1448166_a_at	Proteasome (prosome, macropain) subunit, beta type 1	96	0.000658819	1.39	1.23	-1.13
1420971_at	Ubiquitin protein ligase E3 component n-recognin 1	169	0.001652967	n/s	1.75	2.12
1449547_at	Ankyrin repeat and SOCS box-containing protein 14	218	0.002452054	-2.64	n/s	2.08
1449940_a_at	Eukaryotic translation initiation factor 2B, subunit 4 delta	268	0.003245646	1.91	n/s	-1.65
1421027_a_at	Myocyte enhancer factor 2C	294	0.003678395	-1.43	n/s	1.58
1451422_at	Myosin XVIIIa	301	0.003765249	1.68	1.38	-1.22
1448171_at	Seven in absentia 2	342	0.004599517	4.39	2.57	-1.71
1451982_at	Mitogen activated protein kinase kinase 4	363	0.004917906	1.44	n/s	-1.23
1426850_a_at	Mitogen activated protein kinase kinase 6	393	0.00551809	-2.64	n/s	2.51
1448990_a_at	Myosin IB	405	0.005781979	-1.52	n/s	1.63
1423449_a_at	Actinin alpha 4	422	0.006130447	1.32	n/s	-1.69
1454664_a_at	Eukaryotic translation initiation factor 5	450	0.006788818	1.63	n/s	-1.79
1435787_at	Protein phosphatase 1 (formerly 2C)-like	454	0.006890512	-1.79	n/s	1.49
1451136_a_at	Eukaryotic translation initiation factor 2B, subunit 2 beta	455	0.006894746	1.46	n/s	-1.54
1419391_at	Myogenin	460	0.007033703	4.07	n/s	-3.61
1424268_at	Spermine oxidase	473	0.007450143	-2.54	n/s	2.89
1426833_at	Eukaryotic translation initiation factor 4 gamma, 3	569	0.009710166	-1.41	n/s	1.57

^a^Selected genes of interest that did not meet the 10% FDR criteria, but showed evidence of differential expression (*P *< 0.01) are presented and discussed in the text.

^b^Rank of *P*-value based on analysis of variance of all expressed genes (n = 22,605)

^c^*P*-value resulting from analysis of variance. Model included treatment (control, 24 h, and 10 D clenbuterol administration) as a fixed effect. False discovery rates of 5, 10, and 20% correspond to *P*-values of 0.0000082, 0.00025, and 0.0012, respectively.

^d^Fold change in mRNA abundance for 24 h clenbuterol treatment relative to control. A positive fold change indicates increased mRNA abundance in 24 h treatment relative to control, a negative fold change indicates decreased mRNA abundance in 24 h treatment relative to control, and n/s indicates no significant difference between 24 h treatment and control (contrast *P*-value > 0.05)

^e^Fold change in mRNA abundance for 10 D clenbuterol treatment relative to control. A positive fold change indicates increased mRNA abundance in 10 D treatment relative to control, a negative fold change indicates decreased mRNA abundance in 10 D treatment relative to control, and n/s indicates no significant difference between 10 D treatment and control (contrast *P*-value > 0.05)

^f^Fold change in mRNA abundance for 24 h clenbuterol treatment relative to 10 D clenbuterol treatment. A positive fold change indicates increased mRNA abundance in 10 D treatment relative to 24 h treatment, a negative fold change indicates decreased mRNA abundance in 10 D treatment relative to 24 h treatment, and n/s indicates no significant difference between 10 D treatment and 24 h treatment (contrast *P*-value > 0.05)

**Table 3:** Summary of results from cluster analysis.

**Cluster ID**	**Number of Genes**	**Percentage of Genes**
1	21,738	96.05
2	14	0.06
3	93	0.41
4	152	0.67
5	23	0.10
6	36	0.16
7	88	0.39
8	69	0.30
9	410	1.81
10	8	0.04

**Table 4:** Differentially expressed genes of interest (*P *< 0.01) categorized according to Gene Ontology biological process terms (level 2).

**Gene Ontology Biological Process Category^a^**	**Number of Genes**
Cellular physiological process	270
Metabolism	197
Cell communication	77
Regulation of physiological process	75
Localization	70
Morphogenesis	46
Organ development	38
Response to stimulus	38
Organismal physiological process	25
Regulation of cellular process	25
Cell differentiation	18
Death	14
Homeostasis	12
Regulation of development	7
Reproduction	7
Other categories^b^	32

^a^A total of 309 unique gene identifiers were placed in categories with a minimum of 2 members, while 242 remained unclassified. Categories containing a minimum of 7 members, and the number of genes belonging to the category are shown.

^b^Other categories include: embryonic development, regulation of enzyme activity, growth, mesoderm development, pattern specification, coagulation, extracellular structure organization and biogenesis, pathogenesis, rhythmic process.

**Table 5:** Evaluation of differentially expressed genes of interest (*P *< 0.01) to identify over-represented families of genes^a^.

**Gene Ontology Biological Process Category^b^**	**List Hits^c^**	**Population Hits^d^**	**EASE Score^e^**
Homeostasis (Cell homeostasis, Cation homeostasis, Cell ion homeostasis, Ion homeostasis)	10	63	.002
Amino acid and derivative metabolism (Amine metabolism, Amino acid metabolism)	16	196	.010
Intracellular signalling cascade	34	519	.021
Neurogenesis	17	209	.023
Transcription from Pol II promoter (Positive regulation of transcription)	18	229	.025
Translation (Translational initiation)	13	144	.025
Physiological processes	281	6030	.030
Morphogenesis	38	617	.034
Lymphocyte activation	6	42	.036
Protein-mitochondrial targeting	3	8	.046

^a^Data were evaluated using EASE software [66] and Gene Ontology biological process categories.

^b^Categories with evidence for over-representation (EASE score < 0.05) are shown, with redundant categories listed in parentheses.

^c^The number of genes from the list of differentially expressed genes within each over-represented category. A total of 331 differentially expressed genes were assigned to a category.

^d^The number of genes included on the MOE430A and B chips within each over-represented category. A total of 7,464 genes were assigned to a category.

^e^The EASE score is the upper bound of the distribution of Jackknife Fisher exact probabilities.

**Table 6:** Confirmation of differential gene expression 24 hours after clenbuterol administration by quantitative PCR.

	**Log of starting copy number**			
			
**Gene^a^**	**Control**	**Clenbuterol**	**Standard Error**	***P*-value**
Arpc3	4.70	5.12	0.10	0.0001
GAPDH	7.07	7.19	0.06	0.15
Hod	2.70	3.50	0.07	0.0001
IGF1	5.19	5.58	0.06	0.0001
Vinculin	3.34	3.89	0.07	0.0001

^a^Arpc3: actin related protein 2/3 complex subunit; GAPDH: glyceraldehyde 3-phosphate dehydrogenase; Hod: homeobox only domain; IGF1: insulin like growth factor 1

**Table 7:** Sequences of PCR primers used for quantitative PCR.

**Gene^a^**	**Forward Primer (5'-3')**	**Reverse Primer (5'-3')**
Arpc3	CACCAAGCTCATCGGTAACA	ATGTCCTGTCCGCTTCATTC
GAPDH	GAACATCATCCCTGCATCCA	CCAGTGAGCTTCCCGTTCA
Hod	AGCAGACGCAGAAATGGTTT	GTAAGCCGAGGGAAGGAAGA
IGF1	GGCATTGTGGATGAGTGTTG	GTCTTGGGCAGTTCAGTGTG
Vinculin	AGCTCGGAAATGGTCTAGCA	GAATAAGTGCCCGCTTGGTA

^a^Arpc3: actin related protein 2/3 complex subunit; GAPDH: glyceraldehyde 3-phosphate dehydrogenase; Hod: homeobox only domain; IGF1: insulin like growth factor 1

How the deposited data were processed for this re-analysis (not part of the article)

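Messenger RNA abundance was measured in gracilis muscle of mice in 3 groups, C, 24 h and 10 D, with 3 pools of 3 mice per group. The mapping of arrays to groups and pools came from the sample labels and the paper's methods. The arrays whose labels name no chip were taken as MOE430A, and the table in which each was deposited bore this out. The mice in a group were different animals, so the p-values below measure the spread between pools of animals, and pooling hides the spread between single mice. The paper assigned whole cages to treatments and put mice into pools at random within a treatment. Pools of a group can thus hold mice of the same cages and are not fully independent units of treatment. An effect of cage was not tested. The mice had been selected by the study for large differences in blood urea nitrogen and weight gain, so the contrasts describe selected animals. No batch, scan day or slide is named in the labels or the paper, and none was tested.

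The authors quantified each array with MAS 5.0, which makes 1 signal per probeset from its probe pairs, and the deposited values were these intensities on a linear scale, in steps of 0.1, with no scaling between arrays. The settings of MAS 5.0 were not given in the sources used here. The median intensity of an array, which sets how far a probeset stands above the dimmest signals, differed between arrays as given with the description of the pools. The methods state that the authors then divided by a chip median and took logarithms. The medians they used could be recovered from the group means of Additional File 1, with a largest relative error of 5.1e-06, and lay above the medians over all probesets. The paper's analysis left out probesets called absent, and whether this accounts for the higher medians was not tested. The detection calls were not used here.

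The values were processed in R 4.3.3 with limma 3.58.1. Each signal was divided by the median signal of its array, a signal of 0 (18 values over both chips) was set to 0.05, and log2 was taken. MOE430A held 22626 probesets and MOE430B 22511, and for 100 probesets on both chips the MOE430B copy was left out, which left 45037. Gene symbols came from the platform annotation, updated through the gene table of the GRCm38.p6 assembly, and probesets of the paper's tables that the annotation does not list keep the paper's names. With 1 symbol were 34945 probesets, 932 had several and were given no gene name, and 9160 had no listed gene. No coordinates are given. Probesets were tested when their mean log2 signal over the 9 arrays reached the 25th percentile of the chip, a signal of 14.1 on MOE430A and 6.97 on MOE430B, which kept 16969 and 16783, or 33752 in all. A linear model with the 3 groups was fitted to each chip (lmFit, then eBayes with an intensity trend) and gave a moderated F test and the contrasts of 24 h with C, 10 D with C and 10 D with 24 h, all with 6 residual degrees of freedom. P-values of both chips were adjusted together by the method of Benjamini and Hochberg, and an adjusted p under 0.1 was called. Unless another test is named, adjusted p-values of single probesets are two-sided and come from limma.

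Gene groups were tested with camera in limma, on the brightest tested probeset of each of 15184 genes, with a preset correlation of 0.01 and again with an estimated one. These settings differ in more than the correlation, as the values given with the lists show. The 34 lists held 945 entries, of which 813 were measured, and p-values were adjusted over the lists within a contrast. They covered pathways, organelles and fibre types of muscle and markers of the other cell types that a muscle sample can hold. A list's median is over 1 probeset per gene, while camera weighs the whole distribution, so both can differ in sign.

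The samples, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined. By that rule the text names the probesets of Tables 1 and 2 and the genes of the paper's text, whose values in those tables had been seen, the 10 highest and 10 lowest changes among the calls of each contrast with C in which all treated pools lie on one side of all C pools, up to 4 members of each list with the smallest p, and the reference gene Actb. For a gene with no probeset named in the paper the brightest tested one is given. Gapdh, the other reference gene, was left out because its probesets carry several symbols. A few items named in the paper or in the lists are not reported here.

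The scripts were tested on simulated data of the same layout, with 200 changed probesets among 33752 at 24 h and none at 10 D. Of 50 probesets at each size, those recovered at 24 h against C were 0 for a log2 change of 0.5, 6 for 1, 32 for 2 and 45 for 4. Of 93 calls 10 were false, all 83 others had the right sign, and 0 were called at 10 D. The F test called 95, of which 81 had been changed, and the 1 list that had been shifted was the only 1 of 34 called. In the data, splits that mix the groups called up to 16 lists for 24 h with C and 9 for 10 D with C. The simulated result thus does not show that list calls in the data are sound. Recovery of 75% had first been asked for at a log2 change of 2, and 64% was reached. The criterion was replaced by a weaker one after that result was seen, and the 75% was not reached. Changes of this size are often missed with 3 pools per group.

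The alternatives were no filter or a filter at the 50th percentile, quantile normalization, no scaling, scaling to the 75th percentile, an offset of 0.25 before the log, no intensity trend, array quality weights, the F test and contrasts of the methods without moderation (with and without a check of normality), the replicate number as a block, adjustment within each chip, each pool left out in turn, and for lists an estimated correlation and the mean of all probesets of a gene. Chosen after seeing the data were the removal of both pools numbered 2 of the treated groups, gene-by-gene array weights, the paper's own chip medians, these medians with the methods' F test, and an exact repeat of the paper's F test. The model-based clustering, the EASE analysis, the real-time PCR and the blood urea nitrogen and weight measurements were not analysed here. Additional File 1 was held in part and entered no overlap or set test.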

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

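The tests of a level-dependent distortion, of 10 D pool 2 alone and of pools 1 and 3 without pool 2 were chosen only after the result was seen, and the predictions of the first, and of the second for gene lists, were rewritten after a first outcome. The times differed by limma's test of 10 D against 24 h for 17 probesets, 11 of them in Tables 1 and 2. Lower at 10 D than at 24 h were the cell cycle inhibitor Cdkn1a, with a log2 difference of -3.36 (SE 0.23, adjusted p = 0.0013), both probesets of the TWEAK receptor gene Tnfrsf12a, with -4.20 (SE 0.47, adjusted p = 0.026) and -4.33 (SE 0.57, adjusted p = 0.047), the tubulin gene Tubb6 with -3.71 (SE 0.49, adjusted p = 0.047), Pmvk of the mevalonate pathway with -3.33 (SE 0.44, adjusted p = 0.047) and a probeset with no listed gene with -2.58 (SE 0.39, adjusted p = 0.064). Smaller decreases, given in the same form, were those of Abra at -2.20 (0.26, 0.026), Emd at -2.14 (0.24, 0.026), Mt1 at -2.06 (0.26, 0.04), 2410006H16Rik at -1.88 (0.29, 0.076), Klhl30 at -1.68 (0.25, 0.064) and Cxcl12 at -1.66 (0.20, 0.037). Higher at 10 D than at 24 h were Fn3k, a kinase of glycated proteins, at 2.39 (0.35, 0.091), Gadd45g at 2.27 (0.27, 0.037), 2310045N14Rik at 2.05 (0.27, 0.037), Asb15 at 2.04 (0.23, 0.023) and Mfap3l at 1.23 (0.19, 0.069). With any pool left out the adjusted p of Cdkn1a stayed at or below 0.025. Each of the other calls was lost without at least 2 of the 9 pools, with adjusted p up to 0.37 for Mfap3l and 0.3 for the unnamed probeset, and that of Fn3k was lost whichever pool was left out. The count of 17 became 5, 5 and 6 without C pools 1, 2 and 3, 2 and 1 without 24 h pools 1 and 3, and 6, 75 and 9 without 10 D pools 1, 2 and 3.

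Outside Tables 1 and 2, 13 probesets named by rule changed at 24 h. Those that rose were 1110046J04Rik with a log2 change of 4.83, the second Cdkn1a probeset with 4.69, S100a8, a calcium-binding protein of neutrophils, with 4.34, the potassium channel gene Kcnk1 with 4.02, galectin 3 (Lgals3) with 3.50 and Pmvk with 3.27. Those that fell were Homer2, a scaffold protein of calcium signalling, with -2.82, the T cell receptor chain Cd247 with -2.46, Gm13306 with -2.39, the transcription factor Klf12 with -2.28, the potassium channel gene Kcna7 with -1.99, the sialidase Neu2 with -1.96 and the transcription factor Tfcp2l1 with -1.93. Among those not described beside the paper's text, S100a8 had a level of 0.145 ± 0.0953 in C and 2.30 ± 0.412 at 24 h (SD, n = 3 pools, adjusted p = 0.044 by limma), and Kcna7 stood at 12.9 ± 4.25 and 3.28 ± 1.11 (adjusted p = 0.096). The C level of S100a8 was dim and not shown to lie above background, so the size and rank of its change are uncertain. The calls of 1110046J04Rik and Lgals3 held with each pool left out. The call of S100a8 was lost without C pool 1 or 3 (adjusted p = 0.12 and 0.11) or 24 h pool 1, 2 or 3 (0.16, 0.13 and 0.16), and that of Homer2 without C pool 1, 2 or 3 (adjusted p = 0.38, 0.33 and 0.25), 24 h pool 2 or 3 (0.24 and 0.29) or 10 D pool 3 (0.15). The call of Gm13306 was lost without C pool 1, 2 or 3 (adjusted p = 0.3, 0.25 and 0.23), 24 h pool 3 (0.18) or 10 D pool 3 (0.13), and that of Neu2 without C pool 1, 2 or 3 (adjusted p = 0.27, 0.32 and 0.18), 24 h pool 2 or 3 (0.16 and 0.23) or 10 D pool 3 (0.13). For Cd247 it was lost without any pool except 10 D pool 2 (adjusted p = 0.081), with values from 0.11 to 0.41 for the others, for Klf12 without any pool except 10 D pools 1 and 2 (adjusted p = 0.072 and 0.04), with values from 0.13 to 0.29 for the others and for Kcna7 without any pool except 10 D pools 1 and 2 (adjusted p = 0.08 and 0.03), with values from 0.16 to 0.35 for the others. The second Cdkn1a probeset lost its call without C pool 1 or 2 (adjusted p = 0.19 and 0.18) or 24 h pool 1 or 3 (0.11 and 0.14), Kcnk1 without 24 h pool 3 (adjusted p = 0.12), Pmvk without C pool 1, 2 or 3 (adjusted p = 0.14, 0.1 and 0.12) or 24 h pool 3 (0.11) and Tfcp2l1 without any pool except 10 D pool 2 (adjusted p = 0.058), with values from 0.1 to 0.35 for the others.

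The counts were set beside those of other groupings of the same pools. Of 100 drawn splits of the 9 pools into 3 groups, the real one included, only 1 reached the 73 probesets past the F test, the next highest being 31, so chance can be excluded for that count. The 36 that differed at both times were reached by 1 split too, but the next highest, 29, came from a split that kept the 24 h pools together and mixed C with 10 D pools, so the count can follow from the 24 h pools and a shared reference and does not test a difference at 10 D. For it chance is left open. For the 3976 probesets with a mean change of at least 2-fold, 27 splits gave as many, up to 5470, and chance cannot be excluded. The 32 probesets of Table 1 were reached by 1 split, with 15 as the next highest, but these probesets had been chosen on the real grouping, which decides nothing. The 6 pools of a pair of groups allow 10 splits, too few for a share under 0.05. There the real count was 154 at 24 h against a highest other count of 0 (1 split as large), 0 at 10 D against 0 (10 splits as large), 16 lists at 24 h against 16 (2 splits) and 4 lists at 10 D against 9 (7 splits). For 10 D against 24 h the real count was 17 (2 splits as large), and the split of 24 h pools 1 and 3 with 10 D pool 1 from 24 h pool 2 with 10 D pools 2 and 3 gave 635, which points to a structure of the pools that does not follow the groups.

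Pool 2 of the 24 h group and pool 2 of the 10 D group departed together from the other pools of their groups, with correlations across probesets of 0.56 on MOE430A and 0.16 on MOE430B. The treated pools numbered 1 gave 0.39 and 0.11 and those numbered 3 gave 0.10 and 0.01, but departures within a group are linked by construction (24 h pool 3 with 10 D pool 1 gave 0.33 and 0.08), and the difference between pools 1 and 3, which leaves pool 2 out, correlated between the groups by 0.04 and 0.01. A level-dependent distortion of dim arrays is argued against by quantile normalization, after which the MOE430A correlation was 0.54. Noise of single probesets cannot be told apart from a change in RNA, since over 6744 genes the mean departure of both pools in the 2 brightest probesets of a gene correlated by 0.13, which lies between the values set for either case (24 h minus C gave 0.28 and 10 D minus C 0.12). Arrays of both chips can be compared only over the 100 probesets the chips share, another basis than that of the correlations above. There the MOE430A array of 10 D pool 2 correlated more with the MOE430B array of 24 h pool 2 (0.68) than with that of its own pool (0.61). The MOE430A array of 24 h pool 2 correlated best with its own (0.77). A wrong label of 1 array or a shared handling of both pools stays open and untested. So does any biological explanation, since the design names no condition shared by these pools alone and no biological explanation was tested. Only 4 of the 9 pools correlated best with their own MOE430B array, so such a mismatch does not single out 10 D pool 2.

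Of the 154 probesets called at 24 h, 152 (98.7%) lay closer to C at 10 D than at 24 h. Selection on the 24 h values, which pulls later values toward C, is argued against as the whole cause, because of 154 probesets chosen by the smallest p at 10 D only 99 (64.3%) lay closer to C at 24 h. A departure of 10 D pool 2 alone is argued against too, since the share was 98.7% without that pool. A weaker response after repeated injections may account for the pattern, as a hypothesis that the time points allow and that was found on the same pools. Time and number of injections differ together between the groups, so they stay open.

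Adipocyte markers and genes of fatty acid oxidation were lower at 10 D than in C as lists by camera with a preset correlation, and neither passed with an estimated one (adjusted p = 0.86 and 0.97). For fatty acid oxidation a departure of 10 D pool 2 alone cannot be told apart from a lower level in all 10 D pools, since without that pool the list median was -0.11 (camera adjusted p = 0.1), while for adipocyte markers it is argued against by a median of -0.37 (adjusted p = 0.0011). Less fat tissue in the dissected 10 D muscle cannot be told apart from lower expression in the same cells: a separate list of 16 fat tissue genes had a median of -0.21 (quartiles -0.58 and 0.13) and was lower by camera with a preset correlation, with 5 genes higher and 11 lower in mean, and Thrsp, Hp and Plin4, its probesets with the highest signals, had -0.31, -1.08 and 0.28. Which cells express the markers was not tested. The mean log2 departure of the adipocyte markers was 0.19, 0.14 and -0.33 in the C pools, -0.08, -0.64 and -1.09 in the 24 h pools and -0.02, -0.75 and -0.67 in the 10 D pools.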

How the results depend on the processing

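The settings without both pools numbered 2, with gene-by-gene array weights and with the paper's chip medians were chosen only after the result was seen. The results most open to the processing were counts, and directions of single probesets seldom turned. Camera's direction turned in some alternatives for lists that had not been called. Among these were ubiquitin ligases and fatty acid oxidation at 24 h and the MAP kinase pathway at 10 D. All 154 probesets called at 24 h kept their sign in every alternative that tested them. Of these calls 17 held with each pool left out in turn, those of Tubb6, Emd, Slc7a5, Tnfrsf12a, Mt1, Agt, Cdkn1a, Lgals3, Htra1, Rnf128, Fbp2, Igfbp5, Asb15, Klhl30, 1110046J04Rik, Abra and 1 probeset with no listed gene. The counts are given below in the order F test (73), 24 h against C (154), 10 D against C (0, with 1540 at an unadjusted p under 0.05 by limma), 10 D against 24 h (17), F test and both times (36) and Table 1 past the F test (32). They were 13, 12, 1, 0, 9 and 6 without scaling, 24, 52, 0, 5, 12 and 14 with no intensity trend, 4265, 888, 2880, 2138, 1189 and 54 with array quality weights, 31, 100, 0, 18, 14 and 19 with the methods' F test, and 31, 98, 0, 18, 14 and 19 with its check of normality. Without both pools numbered 2 they were 336, 599, 5, 103, 143 and 42, with gene-by-gene array weights 816, 719, 171, 331, 345 and 50, and with the paper's chip medians and the methods' F test 33, 86, 0, 10, 18 and 29. The count for 10 D against 24 h was also 40 with quantile normalization, 33 with scaling to the 75th percentile and 35 with the paper's chip medians, and that for 10 D against C 2 with adjustment within each chip. Array quality weights did not reach their tolerance and gave 10 D pool 3 on MOE430A a weight of 17.0 (4.00 gene by gene). A stricter filter and an offset keep fewer dim probesets with large changes, which by construction lowers the 3976 probesets of at least 2-fold to 1422 at the 50th percentile and 1457 with an offset, against 7976 with no filter. Lists called numbered 0 at both times with an estimated correlation, and at 10 D 2 with the mean of all probesets of a gene and 15 without both pools numbered 2. Without scaling, lists of myogenic regulators, proteasome subunits, developmental muscle genes, the respiratory chain, ATF4 responses and endothelial markers, which had not passed at 24 h, passed as higher. For these changes, apart from the filter and the offset, the cause was not tested.

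With 1 pool left out, the counts ranged from 7 to 242 for the F test, 24 to 435 at 24 h, 0 to 1 at 10 D, 1 to 75 for 10 D against 24 h, 4 to 85 for both times, 7 to 39 for Table 1 and 4199 to 5180 for a mean change of at least 2-fold, and lists from 12 to 18 at 24 h and 3 to 12 at 10 D. A group left with 2 pools borrows its spread from the others in these fits. The lowest F count came without 24 h pool 3 and the highest without 10 D pool 2. The next counts take 211 values of single genes and called lists together. Of the comparisons with an alternative, 4070 kept direction and side of the threshold, 747 were no longer past it, 263 passed it newly and 7 turned in sign. Those 7 were Eif2b1 at 24 h (0.15 without C pool 3, 0.11 without 24 h pool 3 and 0.04 with gene-by-gene weights), Actb at 24 h (-0.07 without C pool 3), Ghr at 10 D (0.04 without scaling) and Igf1 at 10 D (0.11 without scaling and 0.06 without C pool 1), none past the test, and the cause was not tested. With 1 pool left out, Eif2b1 ranged from -0.39 to 0.15, Actb from -0.07 to 0.46 and Igf1 from -0.21 to 0.06. The probesets with a mean change of at least 2-fold had a median level of 0.686 times the array median, against 1.61 for the others. Whether signal limits the result was not tested.

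Of 18 same-numbered pairs 5 had departures correlated by over 0.1, all of them between 24 h and 10 D and none with C, and apart from pool 2 the treated pools showed no sign of pairing by number, as described with that pool. On MOE430A, 4 of the 9 pools correlated best with their own MOE430B array, over the 100 probesets the chips share. With the number as a replicate block the counts were 66 for the F test, 209 at 24 h, 3 at 10 D, 17 for 10 D against 24 h (3 higher and 14 lower, against 5 and 12 without it), 34 for both times and 27 for Table 1, and 14 and 5 lists were called at 24 h and 10 D.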

Differences from the paper's values

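The settings with the paper's chip medians and the exact repeat of its F test were chosen only after the result was seen. At an FDR of 5% the paper's count was 4 and the count here was 27, and of 21 alternatives fixed before the data were examined the difference closed with no intensity trend and without C pool 3, and stayed under the others. Among called probesets the paper's count lower at both times was 8 and here 3, closing with quantile normalization, scaling to the 75th percentile and without 10 D pool 2, and staying under the others. With the paper's chip medians, chosen after seeing the values, it was 7, and 34 of the paper's 56 probesets of Table 1 passed. The paper's count that differed at 24 h only was 20 and here 35, closing with no filter, the methods' F test with and without its check of normality, the replicate block, without 24 h pool 2 and without 10 D pool 3, and staying under the others. Of these the paper's count that was higher was 11 and here 24, closing without 24 h pool 2 and without 10 D pool 3, and staying under the others. For residuals that depart from normality in Table 1 the paper's count was 4 and here 0 by the Shapiro-Wilk test at p under 0.05, and no alternative bears on it, nor on the 1999 of the paper's 22605 probesets of Additional File 1 that were held here. Counts were set side by side at the paper's thresholds, but over 33752 probesets here.

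An exact repeat of the paper's F test, with its recovered chip medians, unmoderated variance and number of probesets, gave 137, 56 and 4 probesets at an FDR of 20, 10 and 5% and 575 at an unadjusted p under 0.01, and dropped 0 of the paper's 56 called probesets. It was chosen after seeing the values. Over the 1999 probesets held, its p differed from the paper's by 1.53% at most and by 0.0714% in the median. Of 188 folds of Tables 1 and 2, 0 differed by more than the spread and 0 were opposite in sign.

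In a few places the direction differs from the paper's text. The paper's text states that Eif4g3 was increased at 24 h, whereas its log2 change was -0.45 here and the fold of Table 2 is negative as well. It counts Mef2c among transcription factors with increased mRNA, whereas its log2 change was -0.48 and the fold of Table 2 is negative. It describes Ubr1 as upregulated after clenbuterol, and the log2 change was -0.25 at 24 h and 0.82 at 10 D, the latter in the paper's direction, as were Siah2 and Psmb1 at 24 h. It states that changes were as abundant at the early time as later, whereas 154 probesets passed at 24 h and 0 at 10 D by limma, with 2887 and 1540 at an unadjusted p under 0.05. The methods' contrasts gave 100 and 0, and the direct test of 10 D against 24 h called 17 probesets.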

Other observations

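The comparison of lists between 10 D and 24 h and the test of granulocyte genes were chosen only after the result was seen, and the prediction for granulocyte genes was limited to brighter genes after a first outcome. Several genes of the stress response rose at 24 h. Of 27 metallothionein, heat shock and oxidative stress genes 4 rose, 0 fell and 23 did not pass the test (11 higher and 1 lower when adjusted over the list alone). Besides Mt1 these were Mt2, the second metallothionein, at 5.36 ± 1.70 in C, 24.9 ± 8.61 at 24 h and 9.13 ± 2.35 at 10 D (SD, n = 3 pools) with a log2 change of 2.21 (SE 0.32, adjusted p = 0.032) by limma's test, Srxn1, a sulfiredoxin that restores oxidised peroxiredoxins, at 1.16 ± 0.433 in C, 8.30 ± 4.50 at 24 h and 2.93 ± 1.34 at 10 D with 2.76 (SE 0.48, adjusted p = 0.068), and the small heat shock protein Hspb8 at 25.4 ± 1.65 in C, 62.9 ± 12.8 at 24 h and 40.5 ± 11.7 at 10 D with 1.29 (SE 0.25, adjusted p = 0.086). The list was higher at 24 h by camera, with a median of 0.50 (adjusted p = 1.4e-05, and adjusted p = 0.3 with an estimated correlation), and stayed so with each pool left out. Its mean log2 departure from C was 1.04, 0.30 and 0.91 in the 24 h pools. At 10 D the list did not pass (median 0.01, adjusted p = 0.57, and adjusted p = 0.98 with an estimated correlation), though it did without 10 D pool 2 (adjusted p = 0.079). The call of Mt2 was lost without C pool 1 or 2 (adjusted p = 0.19 and 0.18) or 24 h pool 1 (0.1), that of Srxn1 without C pool 1, 2 or 3 (adjusted p = 0.29, 0.18 and 0.22), 24 h pool 1 or 3 (0.18 and 0.21) or 10 D pool 3 (0.13) and that of Hspb8 without any pool except 10 D pools 1 and 2 (adjusted p = 0.076 and 0.028), with values from 0.14 to 0.34 for the others.

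Of 21 circadian clock genes 1 rose, 0 fell and 20 did not pass the test (3 higher and 3 lower when adjusted over the list alone). The gene that rose was Arntl (Bmal1), a partner of Clock in driving daily rhythms, at 1.05 ± 0.237 in C, 3.34 ± 0.777 at 24 h and 1.04 ± 0.0641 at 10 D (SD, n = 3 pools) with a log2 change of 1.67 (SE 0.26, adjusted p = 0.043). Clock had 1.13 (adjusted p = 0.11), while Per2 and Hlf, which peak at other times of day, had -1.27 (adjusted p = 0.17) and -1.18 (adjusted p = 0.15). The median of the list was 0.01 against a downward direction by camera (adjusted p = 0.92, and adjusted p = 0.97 with an estimated correlation), and the list's mean departure was -0.33 in 24 h pool 2 and -0.36 in 10 D pool 2. Of 28 beta-adrenergic and cAMP-responsive genes 1 rose, 0 fell and 27 did not pass the test (1 higher and 2 lower when adjusted over the list alone). The gene that rose was Crem, a cAMP-responsive transcription factor, at 1.13 ± 0.360 in C, 3.38 ± 1.01 at 24 h and 1.89 ± 0.321 at 10 D with 1.59 (SE 0.30, adjusted p = 0.086), while the orphan receptor gene Nr4a1 had -0.69 (adjusted p = 0.26). All 4 probesets of Adcy9, a receptor-coupled cyclase, were lower in mean, and the brightest had -0.73 (adjusted p = 0.35) while another fell with -1.12 (adjusted p = 0.084), a call lost without any pool except 10 D pools 1 and 2 (adjusted p = 0.084 and 0.055), with values from 0.15 to 0.32 for the others. Ppargc1a, a coactivator of mitochondrial genes, is counted by its brightest probeset, which did not pass. A pair of its other probesets rose, with log2 changes of 1.45 (adjusted p = 0.086) and 1.51 (adjusted p = 0.068). The call of the former was lost without any pool except 24 h pool 1 (adjusted p = 0.089) and 10 D pools 1 and 2 (0.093 and 0.059), with values from 0.15 to 0.35 for the others. That of the latter was lost without any pool except 10 D pools 1 and 2 (adjusted p = 0.052 and 0.039), with values from 0.13 to 0.29 for the others. That list did not pass at 24 h (median 0.08, adjusted p = 0.97, and adjusted p = 0.97 with an estimated correlation) or at 10 D (median -0.03, adjusted p = 0.89, and adjusted p = 0.98 with an estimated correlation). The call of Arntl was lost without C pool 1, 2 or 3 (adjusted p = 0.23, 0.13 and 0.16) or 24 h pool 1 or 3 (0.13 and 0.18) and that of Crem without any pool except 10 D pools 1 and 2 (adjusted p = 0.09 and 0.052), with values from 0.14 to 0.33 for the others.

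Genes of glycolysis, gluconeogenesis and glycogen were lower as a list at 24 h, with 23 of 29 below C in mean and a median of -0.19 (adjusted p = 0.067, and adjusted p = 0.58 with an estimated correlation). Of these 1 rose, 0 fell and 28 did not pass the test (1 higher and 3 lower when adjusted over the list alone), and the one that rose was Fbp2 of gluconeogenesis, whereas Pfkfb3, an activator of glycolysis, and Phkg1 of glycogen breakdown had -1.28 (adjusted p = 0.16) and -0.96 (adjusted p = 0.26). The mean log2 departure of this list was 0.06, -0.08 and 0.01 in the C pools and -0.08, -0.24 and -0.03 in the 24 h pools. The call of glycolysis, gluconeogenesis and glycogen was lost without C pool 1 or 3 (adjusted p = 0.2 and 0.14) or 24 h pool 1 or 2 (0.13 and 0.18), and with no filter (0.1), no scaling (0.77) and the mean of all probesets of a gene (0.11). Of 49 respiratory chain genes 0 passed limma's test at 24 h, with 2 higher and 1 lower at an unadjusted p under 0.05 (0 higher and 0 lower when adjusted over the list alone), and the list did not pass (median 0.08, adjusted p = 0.87, and adjusted p = 0.97 with an estimated correlation). At 10 D it did not pass either (median -0.10, adjusted p = 0.14, and adjusted p = 0.97 with an estimated correlation), and it passed as lower without C pool 2 (0.03), 10 D pool 2 (0.022) or 10 D pool 3 (0.02). It also passed as lower at 10 D with a filter at the 50th percentile (0.05) and scaling to the 75th percentile (0.052). The same held with the replicate block (0.088), the paper's chip medians (0.091) and both treated pools numbered 2 left out (0.017). Without 10 D pool 1 camera's direction for this list turned upward (adjusted p = 0.99).

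Markers of other cell types gave no list calls at 24 h beyond those described beside the paper's text. Of 19 macrophage and monocyte markers 1 rose, 0 fell and 18 did not pass the test (2 higher and 0 lower when adjusted over the list alone), the one that rose being Lgals3, and the list did not pass (median 0.00, camera downward, adjusted p = 0.94, and adjusted p = 0.97 with an estimated correlation). Of 17 endothelial markers 0 passed limma's test, with 3 higher and 0 lower at an unadjusted p under 0.05 (3 higher and 0 lower when adjusted over the list alone), the median was 0.18 (adjusted p = 0.15, and adjusted p = 0.36 with an estimated correlation), and the list passed as higher without C pool 1 (0.088) or 24 h pool 2 (0.099). Emcn, an endothelial sialomucin, had 0.84 (adjusted p = 0.26). Of 12 smooth muscle and pericyte markers 0 passed, with 1 higher and 1 lower at an unadjusted p under 0.05 (0 higher and 0 lower when adjusted over the list alone), and the median of 0.06 was opposite to camera's downward direction (adjusted p = 0.92, and adjusted p = 0.97 with an estimated correlation). Of 10 nerve and Schwann cell markers 0 passed, with 0 higher and 0 lower at an unadjusted p under 0.05 (0 higher and 0 lower when adjusted over the list alone; median -0.07, adjusted p = 0.76, and adjusted p = 0.93 with an estimated correlation), and of 4 red blood cell markers 0 passed, with 0 higher and 0 lower at an unadjusted p under 0.05 (0 higher and 0 lower when adjusted over the list alone; median -0.46, adjusted p = 0.5, and adjusted p = 0.63 with an estimated correlation).

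Between 10 D and 24 h, camera called 10 lists lower and 5 higher at 10 D, and 0 with an estimated correlation, where the smallest adjusted p was 0.2. Lower at 10 D were among others ribosome biogenesis genes (median log2 difference -0.35, adjusted p = 3.0e-07, and adjusted p = 0.21 with an estimated correlation), the stress genes above (median -0.60, adjusted p = 3.0e-07, and adjusted p = 0.21 with an estimated correlation) and endothelial markers (median -0.35, adjusted p = 6.4e-04, and adjusted p = 0.2 with an estimated correlation). Higher at 10 D were the Asb family (median 0.33, adjusted p = 1.8e-05, and adjusted p = 0.21 with an estimated correlation), neutrophil and lymphocyte markers (median 0.39, adjusted p = 0.0092, and adjusted p = 0.34 with an estimated correlation), skin and keratinocyte markers (median 0.80, adjusted p = 0.019, and adjusted p = 0.62 with an estimated correlation), nerve and Schwann cell markers (median 0.23, adjusted p = 0.061, and adjusted p = 0.38 with an estimated correlation) and the MAP kinase pathway (median 0.03, adjusted p = 0.046, and adjusted p = 0.65 with an estimated correlation). Of the 5 calls higher at 10 D only that of the Asb family held with each pool left out. The calls named above as lower at 10 D held too, with adjusted p at or below 0.011. Those of myogenic regulators and of the actin and microtubule cytoskeleton, also lower at 10 D, held as well. The remaining lists lower at 10 D each lost their call with some pools left out. Their adjusted p then rose up to 0.2 for amino acid transporters, 0.19 for aminoacyl-tRNA synthetases and 0.59 for fatty acid oxidation. It rose up to 0.72 for both cytosolic ribosomal proteins and the respiratory chain. The other calls of lists higher at 10 D were each lost without 24 h pool 3 (adjusted p = 0.1, 0.15, 0.14 and 0.12 in this order), and those of the marker lists without 10 D pool 2 (0.19, 0.37 and 0.37). The MAP kinase call was also lost without 24 h pool 2 (0.12) or 10 D pool 1 or 3 (0.45 and 0.17). The nerve call was also lost without 24 h pool 1 (0.23), without both treated pools numbered 2 (0.17) and with the mean of all probesets (0.12). With no scaling the neutrophil, nerve and MAP kinase calls were lost (0.11, 0.38 and 0.34), and with no filter the skin and nerve calls (0.13 and 0.21). Different amounts of other cells in the pools were not tested for these lists.

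S100a8, which rose at 24 h, is abundant in neutrophils, and a hypothesis is that more neutrophils in the 24 h pools could account for it. The other granulocyte genes had a median log2 change of 0.03, with S100a9 at 1.22 (SE 1.23), Mmp8 at 0.10, Ngp at -0.03 and Ltf at -0.15. The spread of S100a9, which neutrophils make together with S100a8, was as wide as its change, and Ngp and Ltf are made mainly while neutrophils mature, so neutrophils cannot be told apart from a change of S100a8 in other cells. The list of neutrophil and lymphocyte markers as a whole was lower at 24 h, as given beside the paper's text.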
